# Interleukin-4 modulates type I interferon to augment antitumor immunity

**DOI:** 10.1126/sciadv.adt3618

**Published:** 2025-05-14

**Authors:** Hannah V. Newnes, Jesse D. Armitage, Anthony C. Buzzai, Emma de Jong, Katherine M. Audsley, Samantha A. Barnes, Shamini Srinivasan, Michael Serralha, Vanessa S. Fear, Belinda B. Guo, Matt E. Jones, Alistair R. R. Forrest, Bree Foley, Phil K. Darcy, Paul A. Beavis, Anthony Bosco, Jason Waithman

## Abstract

Despite advances in immunotherapy, metastatic melanoma remains a considerable therapeutic challenge due to the complexity of the tumor microenvironment. Intratumoral type I interferon (IFN-I) has long been associated with improved clinical outcomes. However, several IFN-I subtypes can also paradoxically promote tumor growth in some contexts. We investigated this further by engineering murine B16 melanoma cells to overexpress various IFN-I subtypes, where a spectrum of outcomes was observed. Characterization of these tumors by RNA sequencing revealed a tumor immune phenotype, where potent IFN-I signaling concomitant with diminished type 2 inflammation failed to confer durable tumor control. T cell–mediated rejection of these tumors was restored by introducing interleukin-4 (IL-4) into the tumor microenvironment, either through ectopic expression or in a preclinical adoptive T cell therapy model. Collectively, our findings highlight the IFN-I/IL-4 axis in promoting antitumor immunity, which could be harnessed to target and stratify solid tumors that are nonresponsive to frontline therapies.

## INTRODUCTION

Therapeutic strategies that bolster antitumor immunity have revolutionized the treatment of advanced melanoma. However, durable responses to current immunotherapies are only observed in a fraction of patients and the challenge remains to improve outcomes in immunotherapy-resistant disease and against other solid cancers, highlighting the need to develop more tailored treatment options. The tumor microenvironment (TME) is a dynamic network of immune, stromal, and cancer cells tuned to resist antitumor immune responses. Current paradigms in the field describe immunologically “hot” tumors as those enriched in cytotoxic lymphocytes and type 1 inflammation, whereas type 2 inflammation is considered a characteristic of “cold” tumors (*1*, *2*). Immunologically cold tumors are abundant with tumor-promoting cell types including fibroblasts, M2-polarized macrophages, type 2 innate lymphoid cells (ILC2), CD4^+^ T helper 2 (T_H_2) cells, myeloid-derived suppressor cells (MDSCs), and regulatory T cells (*3*–*6*). Cold tumor signatures are a common predictor of poor responses to immunotherapies such as adoptive cell therapy (ACT) and immune checkpoint blockade (ICB) (*7*). Thus, developing new strategies that render tumors more permissive to immune attack remains a major focus of current research.

It is well known that type I interferons (IFN-Is) are potent modulators of antitumor immunity. IFN-I plays a critical role in remodeling the TME and is also a hallmark of immunologically hot tumors (*4*). As such, adjuvants that boost IFN-I such as STING agonists or recombinant IFN-I in combination with other immunotherapy regimens are being extensively investigated (*8*–*10*). Several recent studies have demonstrated that elevated tumor IFN-I contributes to chimeric antigen receptor (CAR) T cell dysfunction and ICB resistance (*9*, *11*, *12*), highlighting nuances of IFN-I signaling that are not well understood in the cancer context.

IFN-Is are a functionally diverse family of cytokines consisting of 16 subtypes. The plasticity of the IFN-I response is thought to be mediated by a variety of factors, including the differential affinity of these subtypes for cognate receptors, IFNAR1 and IFNAR2, as well as differential downstream activation of STAT and interferon regulator factor (IRF) complexes (*13*–*15*). We have previously shown that distinct IFN-I subtypes can elicit a spectrum of outcomes in a murine B16 melanoma model. Notably, whereas most subtypes such as IFNα4 could temporarily restrict tumor outgrowth, the IFNα9 subtype promotes immune-mediated tumor rejection, effectively curing a subset of mice from disease (*16*). In this study, we interrogated this model further using bulk and single-cell transcriptomics to unravel the underlying mechanisms of these divergent responses. Notably, molecular characterization of these tumors demonstrates that IFNα4 drives an intense yet ineffective IFN-I response that also ablates type 2 inflammatory cells in the TME, ultimately resulting in defective T cell immunity. Delivery of the canonical type 2 inflammatory cytokine, interleukin-4 (IL-4) into the TME could successfully restore tumor control in the presence of IFNα4 in a preclinical ACT model. This elucidates the role of type 2 inflammation in fine-tuning antitumor immunity. Critically, we observed similar tumor transcriptional signatures across a range of different solid cancers that associated with clinical outcomes. Collectively, these findings may guide the development of improved personalized cancer therapeutics that harness the IFN-I/IL-4 axis to reinvigorate antitumor T cell responses against solid tumors.

## RESULTS

### Stronger transcriptional IFN-I responses do not correlate with improved tumor clearance

We have previously demonstrated that distinct IFNα subtypes secreted locally in the TME differ vastly in their capacity to control tumor growth (*16*). Here, we focus on two exemplary subtypes driving these disparate outcomes, IFNα4 and IFNα9. B16 melanoma cells were engineered to express IFNα4 or IFNα9 or empty vector control [green fluorescent protein (GFP)], the herpes simplex virus (HSV)–derived glycoprotein B (gB), and firefly luciferase (luc) (fig. S1). Inoculation of C57BL/6 mice with the empty vector control resulted in rapid exponential growth of tumors (Fig. 1A). In contrast, expression of IFNα4 or IFNα9 resulted in divergent phenotypes, ranging from an overall survival of 80% in the B16.IFNα9.gB.luc cohort to the development of chronic and persistent tumors, while significantly delayed, in all mice from the B16.IFNα4.gB.luc cohort. Longitudinal bioluminescent imaging was used to track disease progression in mice engrafted with B16.IFNα9.gB.luc cells (Fig. 1B). Complete control and elimination was observed in 80% of mice, whereas 15% of tumors escaped and progressed and 5% persisted for up to 250 days postengraftment (Fig. 1C). Moreover, successful elimination occurred within a 2-week period, whereby the bioluminescent signal began to regress after 7 days and was absent by day 14 (Fig. 1D). To determine whether the IFN-I activity acted on the immune system or alternatively the tumor cells and parenchyma, we made use of IFNAR^o/o^ mice that are refractory to IFN-I signaling (fig. S2). IFNAR^o/o^ mice were lethally irradiated and reconstituted with either wild-type (WT) bone marrow or IFNAR^o/o^ bone marrow. In addition, reverse chimeras were generated where irradiated WT mice are the recipients of donor bone marrow. After 8 weeks, to allow for complete reconstitution, chimeric mice were challenged with B16.IFNα9.gB.luc cells and monitored for tumor development. WT➔IFNAR^o/o^ chimeric mice, where only bone marrow–derived immune cells are responsive to IFN-I, were protected from tumor development at a similar rate as control WT➔WT chimeras. Whereas IFNAR^o/o^➔IFNAR^o/o^ and IFNAR^o/o^➔WT chimeras, where either no cells can respond to IFNα or only the parenchyma can respond to IFNα, respectively, all developed tumors. These results demonstrated that the antitumor effect of IFNα9 was dependent on signaling through the bone marrow–derived immune compartment, confirming immune-mediated tumor elimination.

**Fig. 1.**
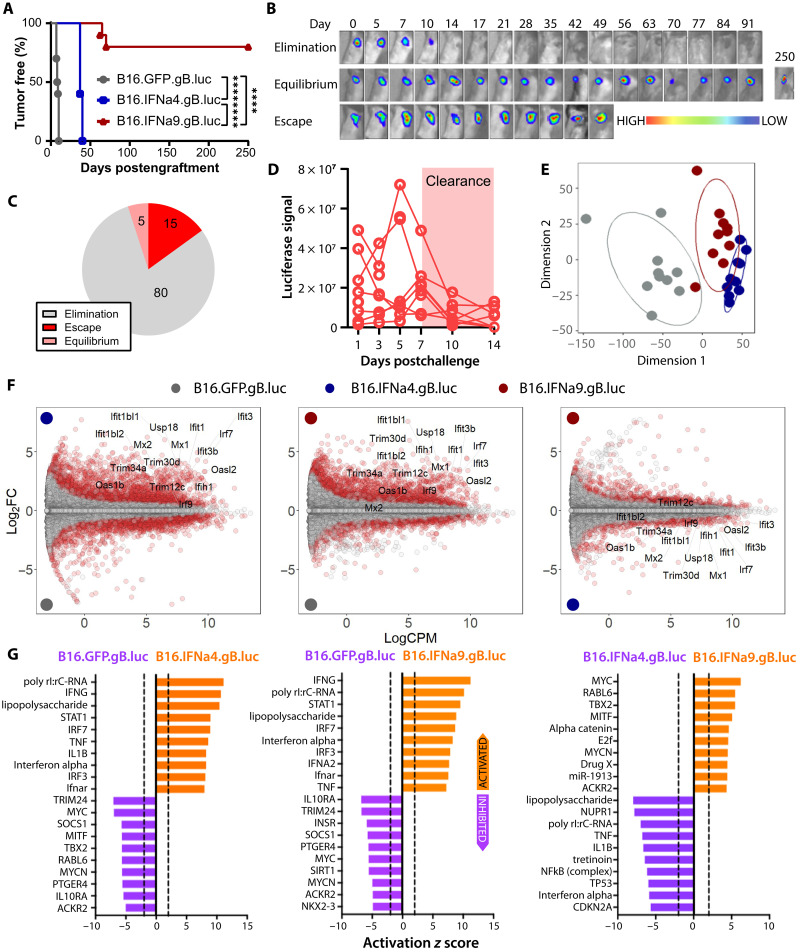
Survival and growth kinetics of IFN-I–secreting tumors and underlying bulk transcriptomic signatures. C57BL/6 mice were inoculated subcutaneously with 5 × 10^5^ B16.GFP.gB.luc, B16.IFNα4.gB.luc, or B16.IFNα9.gB.luc cells. (**A**) Kaplan-Meier plot representing the percentage of tumor-free mice after tumor challenge. Data were pooled from two to three independent experiments (*n* = 10 to 30 mice per group). (**B**) Representative images from IVIS bioluminescence longitudinal imaging of mice inoculated with B16.IFNα9.gB.luc cells. (**C**) Proportions of mice challenged with B16.IFNα9.gB.luc cells that underwent tumor elimination, equilibrium, or escape events. (**D**) Luciferase signal (photons/s) over time during tumor elimination. (**E**) Multidimensional plot of global gene expression data. (**F**) Smear plots illustrating gene expression differences between each tumor type. (**G**) Predicted upstream regulators driving transcriptional differences between tumor types. Survival data were analyzed by the log-rank Mantel-Cox test. ****P < 0.0001.

Next, to identify the molecular mechanisms underlying IFN-I–mediated tumor control, we performed bulk RNA sequencing (RNA-seq) to elucidate tissue-level transcriptional differences between tumor types 8 days postinoculation (*n* = 10 per group). 

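RNA was taken from whole tumors 8 days after inoculation of B16 melanoma cells that express GFP, IFNα4 or IFNα9, with 10 tumors of each type. Stranded mRNA libraries were sequenced with single-end reads of 50 bases. The authors aligned the reads with HISAT2 to a mouse genome that they name mm11 and counted the reads on each gene. They deposited these counts without normalization, as 1 value per gene and tumor. The paper's text does not name the overlap mode, the strand setting of the counting or the handling of reads that align to several places. In B16.GFP.gB.luc tumors, the total count per tumor ran from 14598517 to 18669856, with a median of 17071394.5. The totals ran from 15944776 to 19788383 in B16.IFNα4.gB.luc tumors (median 16835929) and from 15312860 to 18528910 in B16.IFNα9.gB.luc tumors (median 16349953). The counts covered 39676 genes listed by versioned Ensembl identifier, of which 9080 had no count in any tumor. Gene symbols and coordinates were taken from GENCODE M21, an annotation of GRCm38, which held 39495 of these identifiers, 36719 of them in the same version. The 15926 genes with a mean of at least 10 counts over the 30 tumors were tested with edgeR's quasi-likelihood test after TMM normalization, with all 30 tumors in one fit. Differentially expressed genes (DEGs) were those with an adjusted p under 0.05 after Benjamini-Hochberg adjustment over these genes, a threshold that the paper's text does not state. Levels are given as TMM-normalized CPM, and 2 counts were added before log2 CPM was taken. The TMM factors ran from 0.768, in B16.GFP.gB.luc tumor 7, to 1.10, and the common biological coefficient of variation of the fit was 0.281. The transgenes were counted first, as a check of the labels. Ifna4 (ENSMUSG00000070904.4, chromosome 4 from 88841861 to 88842421 of GRCm38) had between 81 and 188 counts in each B16.IFNα4.gB.luc tumor and 0 in every other tumor. Its mean of 7.41 ± 1.44 CPM (SD, n = 10) was at least 40.0-fold higher than in B16.GFP.gB.luc tumors, where a count of 0 allows up to 0.185 CPM. Ifna9 (ENSMUSG00000095270.1, chromosome 4 from 88591813 to 88592385) had between 55 and 148 counts in each B16.IFNα9.gB.luc tumor and 0 in every other tumor. It reached 5.50 ± 1.84 CPM (SD, n = 10), at least 29.6-fold higher than in B16.GFP.gB.luc tumors. These limits cover counting error only. Of the stretches of 50 bases in the transcripts of Ifna9, 25.8% also occur in other genes, against 6.45% for Ifna4, so the counting could have assigned part of their reads elsewhere. The other 13 Ifna genes together had 0 to 4 counts per B16.GFP.gB.luc tumor, 0 to 28 per B16.IFNα4.gB.luc tumor and 6 to 44 per B16.IFNα9.gB.luc tumor.

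**Figure D1:**
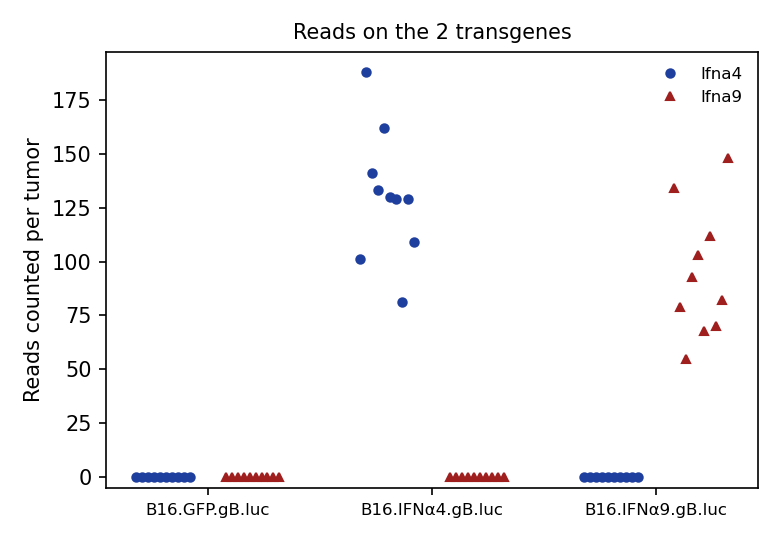
Reads counted on Ifna4 (circles) and Ifna9 (triangles) in each of the 30 tumors, by tumor type; each point is 1 tumor. Ifna4 lies between 81 and 188 reads in B16.IFNα4.gB.luc tumors, Ifna9 lies between 55 and 148 in B16.IFNα9.gB.luc tumors, and both are at 0 elsewhere.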

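Principal components were taken from the centred log2 CPM of the 15926 genes in the 30 tumors. Component 1 held 47.3% of the variance, component 2 held 9.80% and component 3 held 9.09%. On component 1, B16.GFP.gB.luc tumors had a mean of −66.3 ± 37.5 (SD, n = 10), B16.IFNα4.gB.luc tumors 45.2 ± 7.99 and B16.IFNα9.gB.luc tumors 21.0 ± 16.3. Tumor type accounted for 81.5% of the variance on this component (permutation test, p = 1e-05, the smallest p that 100000 resamples can give). Leaving out B16.GFP.gB.luc tumor 7, which lay at −165, moved this share most, to 92.4%. B16.IFNα9.gB.luc tumors differed from B16.IFNα4.gB.luc tumors by −24.2 on component 1 (two-sided permutation test, p = 0.00011), although single tumors of both types overlapped. The types did not separate on component 2, where they accounted for 13.6% of the variance (permutation test, p = 0.135). On component 3, looked at after the values were seen and not tested, all 10 B16.IFNα9.gB.luc tumors, at −38.4 to −1.12, lay below all 10 B16.IFNα4.gB.luc tumors, at 3.34 to 23.5. B16.GFP.gB.luc tumors spread over both ranges there, from −62.3 to 40.3. Over all genes, tumor type accounted for 45.4% of the variance (permutation test, p = 1e-04, the smallest p that 10000 resamples can give). The share was 47.5% between B16.IFNα4.gB.luc and B16.GFP.gB.luc tumors, 35.9% between B16.IFNα9.gB.luc and B16.GFP.gB.luc tumors and 22.3% between B16.IFNα9.gB.luc and B16.IFNα4.gB.luc tumors, each with p = 1e-04. The distance of a tumor from the mean of its type (root mean square, log2 CPM) was 76.0 in B16.GFP.gB.luc, 46.2 in B16.IFNα4.gB.luc and 54.0 in B16.IFNα9.gB.luc tumors. Between B16.IFNα4.gB.luc and B16.GFP.gB.luc tumors, 10412 genes were DEGs, or 65.4% of those tested, with 4977 higher and 5435 lower, against 5412 and 4763 when the libraries were scaled by their totals alone. Between B16.IFNα9.gB.luc and B16.GFP.gB.luc tumors, 8876 genes were DEGs, with 4281 higher and 4595 lower, against 5051 and 3610 with that scaling. B16.IFNα9.gB.luc and B16.IFNα4.gB.luc tumors differed in 2833 genes, of which 1679 were higher and 1154 lower with IFNα9, against 2030 and 916 with that scaling. Among the alternatives to the fit, a required change of at least 2-fold moved these counts most and left 2974, 1992 and 450 genes. With the leukocyte gene Ptprc as a covariate, 778, 717 and 2860 genes were DEGs. With the mean log2 CPM of melanocyte genes there were 1110, 2509 and 1246. Both covariates differ between the types, so these fits cannot separate the mix of cells from changes within cells. In 2948, 1240 and 450 genes, every tumor of one type lay above every tumor of the other in the same comparisons, which is 18.5%, 7.79% and 2.83% of the genes tested, where chance gives 0.00108%. Among such genes, Cngb3 had one of the largest rises from B16.GFP.gB.luc to B16.IFNα4.gB.luc tumors, with a log2 fold change of 6.63 (standard error 0.37, adjusted p = 3.08e-15, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm12253 had no count in any B16.GFP.gB.luc tumor and was at least 8.17-fold higher in B16.IFNα4.gB.luc and at least 2.88-fold higher in B16.IFNα9.gB.luc tumors. Gm5960, an unprocessed pseudogene, was at least 21.6-fold and 13.8-fold higher, and Nol4 at least 10.0-fold higher in B16.IFNα9.gB.luc tumors. Nr5a1 rose to 7.61 ± 1.79 CPM (SD, n = 10) in B16.IFNα9.gB.luc from 0.133 ± 0.145 in B16.GFP.gB.luc tumors. Among the largest falls from B16.GFP.gB.luc to B16.IFNα4.gB.luc tumors, the log2 fold change was −5.38 for Dhrs2, −5.11 for Abca13, −4.50 for Prokr2 and −4.23 for the antisense gene 1700042O10Rik. The fall of Krt72, from a highest count of 8131 to 0 in every B16.IFNα4.gB.luc tumor, was decided by B16.GFP.gB.luc tumors 1 and 2, with 2058 and 8131 counts against at most 8 in the other 8. From B16.GFP.gB.luc to B16.IFNα9.gB.luc tumors, the log2 fold change was −3.69 for Col9a1, −3.25 for Esm1, −3.23 for Rlbp1, −3.16 for Slc22a14 and −3.08 for Abca13.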

Overall, B16.GFP.gB.luc, B16.IFNα4.gB.luc, and B16.IFNα9.gB.luc tumors exhibit distinct gene expression profiles (Fig. 1E). Expectedly, expression of interferon-stimulated genes (ISGs) and predicted IFN-I–related upstream regulators [i.e., STAT1, IRF7, IFNα, and polyinosinic:polycytidylic acid (poly I:C)] was increased in IFN-I–secreting tumors compared to controls (Fig. 1, F and G). However, this response was significantly stronger in tumors exposed to IFNα4 compared to IFNα9. Collectively, these findings suggest that the lack of tumor control observed in B16.IFNα4.gB.luc tumors was not due to diminished IFN-I signaling but rather a more intense IFN-I response. However, we cannot exclude the possibility that IFNα4 versus IFNα9 have distinct effects in other cell types in the TME that are interacting with the tumors.

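The 16 genes labelled in Fig. 1F were all higher in both types of IFN-I–secreting tumors than in B16.GFP.gB.luc tumors, and no tumor of one group overlapped with the other in any of them. Their log2 fold changes ran from 1.71 to 6.09 in B16.IFNα4.gB.luc tumors, with a median of 3.45, and from 1.43 to 4.46 in B16.IFNα9.gB.luc tumors, with a median of 2.80. All 16 were DEGs in both comparisons, over all genes tested and adjusted over the list alone. The study chose these genes on the same tumors, so the latter is not independent evidence. With DESeq2 in place of edgeR, and in the 30 fits that each left out 1 tumor, all 16 stayed DEGs against B16.GFP.gB.luc tumors. Ifit1bl1 (ENSMUSG00000079339.6, chromosome 19 from 34592891 to 34601956 of GRCm38, protein coding) had the largest change. Its level was 2.76 ± 1.26 CPM (SD, n = 10) in B16.GFP.gB.luc, 191 ± 58.1 CPM in B16.IFNα4.gB.luc and 61.8 ± 17.3 CPM in B16.IFNα9.gB.luc tumors. The log2 fold change against B16.GFP.gB.luc tumors was 6.09 with IFNα4 (standard error 0.26, adjusted p = 3.95e-17, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With IFNα9 it was 4.46 (standard error 0.25, adjusted p = 1.16e-14 from the same edgeR test). Irf9 had the smallest change, with log2 fold changes of 1.71 and 1.43. Ifit3 rose by 4.24 and 3.45 on the log2 scale, but 51.2% of its 50-base stretches also occur in Ifit3b, so the counting could have split reads between both genes. Irf7 (ENSMUSG00000025498.15, chromosome 7 from 141262706 to 141266481), which also encodes a regulator predicted in Fig. 1G, was at 62.9 ± 28.5 CPM (SD, n = 10) in B16.GFP.gB.luc tumors. It reached 684 ± 91.1 CPM in B16.IFNα4.gB.luc and 353 ± 44.6 CPM in B16.IFNα9.gB.luc tumors. Its log2 fold change was 3.44 with IFNα4 (standard error 0.21, adjusted p = 2.03e-14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Irf3, by contrast, changed little, with a log2 fold change of 0.23 in each comparison (standard error 0.08, adjusted p = 0.0102 with IFNα4 and 0.0127 with IFNα9, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In a list of 66 ISGs written before the data were examined, 60 genes could be tested, 10 of them also labelled in Fig. 1F. Of these 60, 59 were DEGs and higher in B16.IFNα4.gB.luc tumors, and 59 were DEGs and higher in B16.IFNα9.gB.luc tumors, with the same counts adjusted over the list alone. The exception in both was Ifi27, named here after its values were seen, with log2 fold changes of −0.20 and 0.12. The upstream regulator analysis of Fig. 1G uses the Ingenuity knowledge base and was not repeated here.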

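All 16 genes labelled in Fig. 1F had a lower mean in B16.IFNα9.gB.luc than in B16.IFNα4.gB.luc tumors. The log2 fold changes, B16.IFNα9.gB.luc minus B16.IFNα4.gB.luc, ran from −1.63 to −0.07, with a median of −0.75. Over all genes tested, 11 of the 16 were DEGs, and 15 were when adjusted over the list alone, which again is not independent evidence. Among the alternatives to the fit, the choice of tumors moved the number of DEGs among them most. With only the 20 tumors of these types, 15 of the 16 were DEGs. With the level of melanocyte genes as a covariate 3 were, and with Ptprc 10, though both covariates differ between the types. Ifit1bl1 had the largest difference, a log2 fold change of −1.63 (standard error 0.21, adjusted p = 2.57e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Mx1 (ENSMUSG00000000386.14, chromosome 16 from 97447035 to 97462907 of GRCm38), the levels were 20.2 ± 9.80 CPM (SD, n = 10) in B16.GFP.gB.luc, 385 ± 74.9 CPM in B16.IFNα4.gB.luc and 166 ± 21.2 CPM in B16.IFNα9.gB.luc tumors. Its log2 fold change between the IFN-I–secreting tumors was −1.22 (standard error 0.20, adjusted p = 7e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mx2 differed by −1.01 (standard error 0.18, adjusted p = 1.43e-04 from the same edgeR test) and Irf7 by −0.96 (standard error 0.19, adjusted p = 7.38e-04). For 8 of the 16, among them Mx1, Mx2, Irf7 and Irf9, every B16.IFNα9.gB.luc tumor lay below every B16.IFNα4.gB.luc tumor. The genes that were not DEGs were Oasl2 at −0.36 (adjusted p = 0.154), Trim34a at −0.38 (adjusted p = 0.127), Trim30d at −0.40 (adjusted p = 0.116), Irf9 at −0.28 (adjusted p = 0.0784) and Trim12c at −0.07 (adjusted p = 0.829), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Irf9 was a DEG with DESeq2 and with only the 20 tumors compared. Of the 50-base stretches of Trim34a, 39.8% also occur in Trim34b, and 33.0% of those of Trim12c occur in other genes. For Irf3, the log2 fold change was 0.00 (standard error 0.08). Of the 60 listed ISGs tested, 24 were DEGs, all of them lower in B16.IFNα9.gB.luc tumors, and 31 were DEGs adjusted over the list alone. In sign, 52 were lower and 8 higher, with a median log2 fold change of −0.34.

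**Figure D2:**
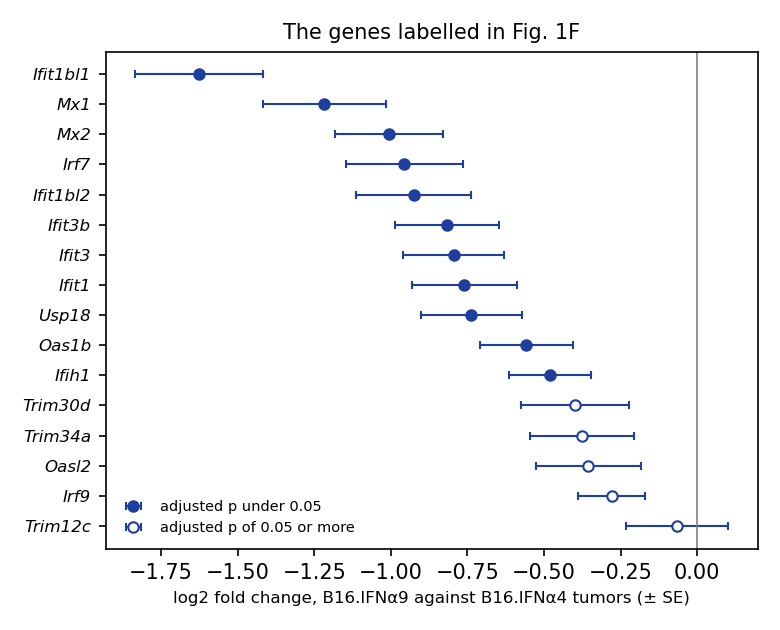
Log2 fold change of each of the 16 genes labelled in Fig. 1F, B16.IFNα9.gB.luc minus B16.IFNα4.gB.luc tumors (10 of each); bars are standard errors of the edgeR fit. Filled circles mark the 11 genes with an adjusted p under 0.05 over all genes tested and open circles the other 5; the values run from −1.63 for Ifit1bl1 to −0.07 for Trim12c.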

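To compare the IFN-I response tumor by tumor, an ISG score was computed as the mean log2 CPM of the 60 listed ISGs. It was 5.51 ± 0.48 (SD, n = 10) in B16.GFP.gB.luc, 8.14 ± 0.18 in B16.IFNα4.gB.luc and 7.78 ± 0.17 in B16.IFNα9.gB.luc tumors. B16.IFNα4.gB.luc tumors exceeded B16.GFP.gB.luc tumors by 2.63 and B16.IFNα9.gB.luc tumors exceeded them by 2.27 (two-sided permutation tests with 100000 resamples, adjusted p = 4.5e-05 for each), with no overlap between single tumors. The score of B16.IFNα9.gB.luc tumors minus that of B16.IFNα4.gB.luc tumors was −0.36 (two-sided permutation test, adjusted p = 6.6e-04 over the 3 comparisons). This difference was larger than the SD within either type, and 4 of the 10 B16.IFNα9.gB.luc tumors lay below every B16.IFNα4.gB.luc tumor. The choice of genes moved the score difference most: over the 16 genes labelled in Fig. 1F it was −0.70 (two-sided permutation test, p = 3e-05), and all 10 B16.IFNα9.gB.luc tumors lay below every B16.IFNα4.gB.luc tumor. The study chose these 16 genes on the same tumors, so this result is not independent evidence. Over the listed ISGs without the 10 that are also in Fig. 1F, the difference was smaller than with them. Across the 30 fits that each left out 1 tumor, the difference in the ISG score stayed between −0.40 and −0.31, with p = 0.00185 at most. The receptor genes differed less than the ISGs. Ifnar1 (ENSMUSG00000022967.12, chromosome 16 from 91485238 to 91507441 of GRCm38) was at 91.3 ± 12.9 CPM (SD, n = 10) in B16.GFP.gB.luc, 98.9 ± 12.3 CPM in B16.IFNα4.gB.luc and 89.2 ± 8.91 CPM in B16.IFNα9.gB.luc tumors. None of its differences between tumor types passed the threshold, with adjusted p = 0.22 at the lowest (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of Ifnar2 (ENSMUSG00000022971.18, chromosome 16 from 91372783 to 91405589) against B16.GFP.gB.luc tumors was 0.53 with IFNα4 (standard error 0.09, adjusted p = 8.57e-06) and 0.33 with IFNα9 (standard error 0.09, adjusted p = 0.00243), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between the IFN-I–secreting tumors, Ifnar2 differed by −0.20 (standard error 0.09, adjusted p = 0.131 from the same edgeR test). Having found in Fig. 1A that B16.IFNα4.gB.luc tumors persist and B16.IFNα9.gB.luc tumors are mostly cleared, the paper sets this outcome against the higher expression of ISGs with IFNα4 and proposes that too strong a response, rather than too weak a one, goes with the loss of control.

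**Figure D3:**
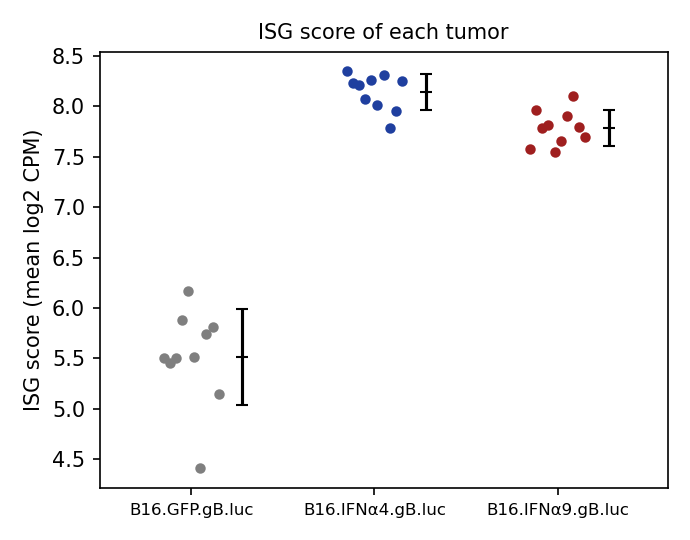
ISG score (mean log2 CPM of 60 ISGs) of each tumor by tumor type; each point is 1 tumor, and the bars show the mean and SD of the 10 tumors. The means are 5.51, 8.14 and 7.78 in B16.GFP.gB.luc, B16.IFNα4.gB.luc and B16.IFNα9.gB.luc tumors, and the lowest point is B16.GFP.gB.luc tumor 7 at 4.41.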

### Dysregulated IFN-I and type 2 inflammation is associated with poor tumor control

To obtain more detailed information about the cellular and molecular events underlying IFN-I–mediated tumor control, we performed single-cell RNA sequencing (scRNA-seq) to determine the differences between tumor types (*n* = 3 per group) (Fig. 2). Unsupervised clustering revealed 13 distinct cellular populations with unique transcriptional profiles, which were annotated by canvassing canonical marker gene expression for known cell compartments (Fig. 2, A to C). Secondary clustering of the C06 population (T cells and ILC) further revealed six subclusters demarcated by the expression of various T cell– and ILC-related genes (Fig. 2D). When compared to B16.GFP.gB.luc control tumors, we observed a reduction in type 2 inflammatory cells in B16.IFNα4.gB.luc tumors, most notably ILC2s, tumor-associated macrophages (TAMs) and fibroblasts (Fig. 2, E and F). These TAMs predominantly exhibited hallmarks of alternative activation (M2 polarized) based on the strong expression of canonical markers such as *Retnla*, *Mrc1*, and *Arg1* (data S1). Conversely, we observed an enrichment of innate lymphoid cells, such as natural killer (NK) cells in B16.IFNα4.gB.luc tumors. However, these cells expressed similar mRNA levels for various functional markers between conditions (fig. S3). Changes in cell type frequency were validated by multiparametric flow cytometry (Fig. 2G and fig. S4).

**Fig. 2.**
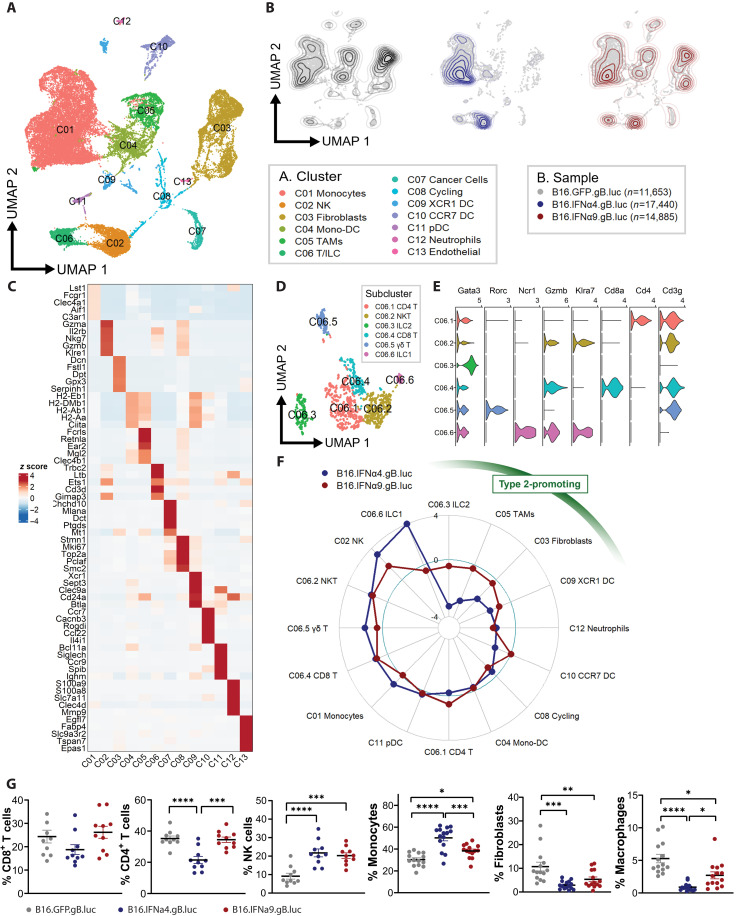
Single-cell transcriptomic characterization of B16.IFNα.gB.luc tumors. (**A**) Global UMAP plot annotated for immune, stromal, and cancer cell clusters. (**B**) Representative UMAP plots for B16.GFP.gB.luc, B16.IFNα4.gB.luc, and B16.IFNα9.gB.luc tumors. (**C**) Gene expression heatmap highlighting the top 5 marker genes per annotated cluster. (**D**) UMAP plot representing the C06 T/ILC cluster divided into six subclusters. (**E**) Violin plots of top marker genes associated with each subcluster. (**F**) Radar plot visualizing the fold change of immune and stromal population frequencies in B16.IFNα4.gB.luc and B16.IFNα9.gB.luc tumors, relative to B16.GFP.gB.luc tumors. (**G**) Flow cytometry validation of cell populations between the three tumor types. For both RNA-seq and flow cytometry experiments tumors were harvested 8 days post inoculation. Data were pooled from two to three independent experiments (*n* = 9 to 15 per group). One-way ANOVA with a Tukey post hoc test was used to measure differences in flow cytometry proportions. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

We next evaluated whether these cell populations displayed intrinsic differences in both IFN-I and type 2 inflammatory signaling across the different models. IL-4 is one of the most potent drivers of type 2 inflammation. Analysis of receptor transcripts showed the highest expression of *Il4r* in these B16 tumors compared to other prominent type 2 effectors such as IL-5 (*Il5r*) and IL-13 (*Il13ra1* and *Il13ra2*) (fig. S5). Thus, we focused primarily on events downstream of IL-4 signaling. Gene expression scores computed for both IL-4 (GO:0071353) and IFN-I (GO:0071357) signaling highlighted an IFN-I–skewed response in B16.IFNα4.gB.luc tumors, whereas a balanced IFN-I/IL-4 response was observed in B16.IFNα9.gB.luc tumors (Fig. 3, A and B). These patterns were observed on a cluster-specific and a global level (Fig. 3C). We canvassed human clinical data [The Cancer Genome Atlas (TCGA) pan-cancer atlas] to determine whether this imbalanced signature could inform clinical outcomes. Gene expression scores were calculated across 16 different cancer types, revealing strong correlations between IFN-I and type 2 inflammatory responses (Fig. 3, D and E). Notably, patients presenting with IFN-I–skewed tumors with lower type 2 inflammatory signatures were associated with poor overall survival, particularly in solid cancers such as skin cutaneous melanoma (SKCM), bladder cancer (BLCA), and kidney renal clear cell carcinoma (KIRC) (Fig. 3, F and G).

**Fig. 3.**
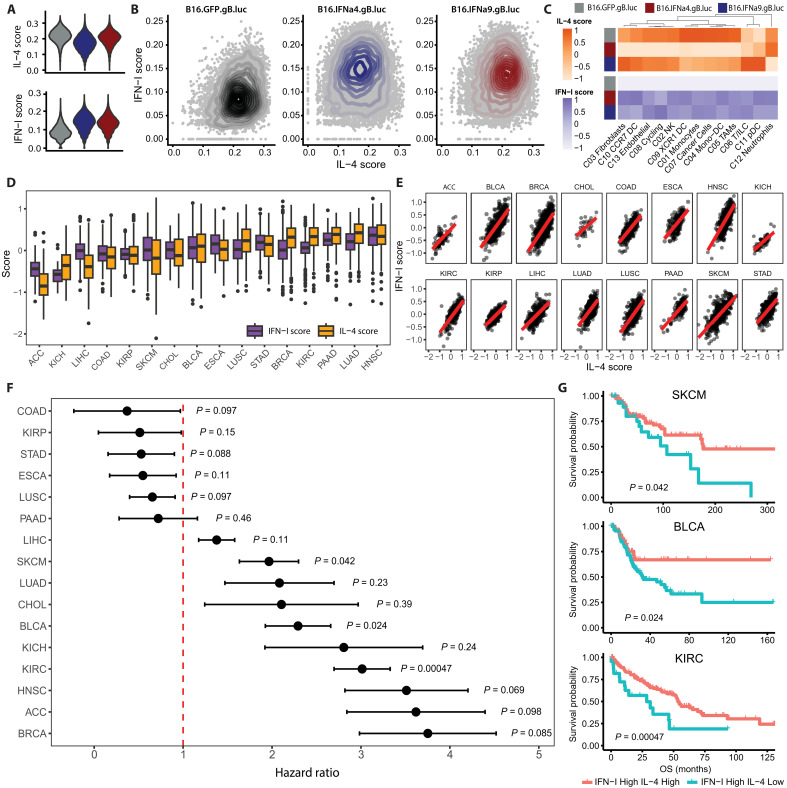
IFN-I-high and type 2-high inflammatory signature is positively associated with patient survival in multiple tumor entities. (**A**) Violin plot of IL-4 and IFN-I gene expression scores between B16.GFP.gB.luc, B16.IFNα4.gB.luc, and B16.IFNα9.gB.luc tumors. (**B**) Scatterplots visualizing the distribution of IL-4 and IFN-I gene expression scores (all cells) across each tumor type. (**C**) Heatmap visualization of IL-4 and IFN-I scores across each major cell compartment between B16.GFP.gB.luc, B16.IFNα4.gB.luc, and B16.IFNα9.gB.luc tumors. (**D**) Distribution of IFN-I and type 2 inflammation (T2) gene expression scores calculated across 16 different TCGA cancer types. (**E**) Correlations between IFN-I and T2 scores within cancer types. (**F**) Forest plots detailing hazard ratios (95% confidence interval) between IFN-I^High^T2^High^ and IFN-I^High^T2^Low^ patient groups. (**G**) Kaplan-Meier plots representing overall survival (OS) between IFN-I^High^T2^High^ and IFN-I^High^T2^Low^ patient groups for SKCM, BLCA, and KIRC cohorts.

### Endogenous CD8^+^ T cells are indispensable to the antitumor response but are impaired in the presence of IFNα4

To determine the role of the endogenous T cell compartment in driving tumor clearance, we performed T cell depletion experiments. C57BL/6 mice were treated with αCD4 and αCD8 monoclonal antibodies prior to engraftment of B16.IFNα9.gB.luc tumors. Notably, only depletion of CD8^+^ T cells resulted in a loss of tumor control, suggesting their critical role in driving tumor elimination in the presence of IFNα9 (Fig. 4A). Pseudotemporal analysis of CD8^+^ T cells (cluster C06.4; Fig. 2D) revealed three transcriptional states (Fig. 4B), underscored by an enrichment of memory- and stemness-related transcripts (*Tcf7*, *Sell*, *Bcl2*, *Il7r*, and *Lef1*) and effector-related transcripts (*Gzmb*, *Prf1*, *Pdcd1*, *Tox*, and *Mki67*) at early (S1) versus late (S2 and S3) trajectories respectively (Fig. 4, B to D). These CD8^+^ T cells with elevated effector-related genes were threefold higher in B16.IFNα9.gB.luc tumors compared to B16.IFNα4.gB.luc tumors (Fig. 4E). These frequencies were confirmed by flow cytometry, highlighting an increase in CD62L^−^CD44^+^ (effector) CD8^+^ T cells in IFNα9-secreting tumors, compared to IFNα4-secreting counterparts (Fig. 4F).

**Fig. 4.**
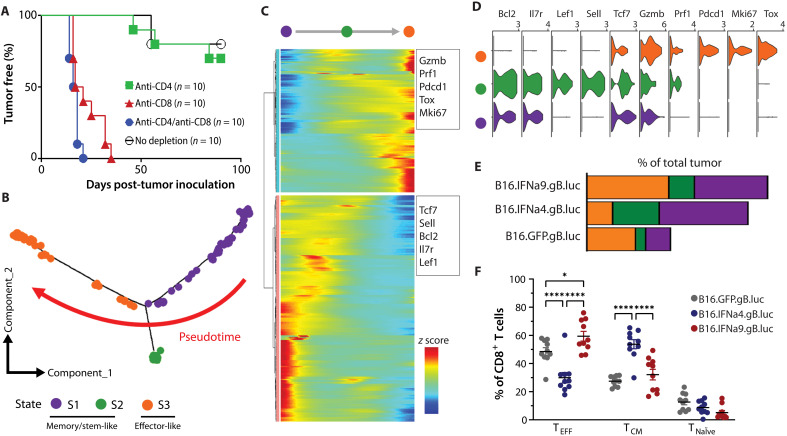
IFNα4 reduced tumor-infiltrating effector CD8^+^ T cells compared to IFNα9. (**A**) C57BL/6 mice were treated with either PBS, 100 μg of anti-CD4, 100 μg of anti-CD8, or 100 μg of both anti-CD4 and anti-CD8 weekly for 6 weeks. One day after the second depletion, mice were challenged with 5 × 10^5^ B16.IFNα9.gB.luc cells. Tumor development was measured over time. (**B**) Trajectory plot of endogenous CD8^+^ T cells from all tumors and their corresponding pseudotime state. (**C**) Pseudotime heatmap illustrating two distinct clusters of genes active at early versus late pseudotime. (**D**) Violin plots of canonical T cell gene markers associated with stemness/memory and effector function. (**E**) Distribution of CD8^+^ T cell states (scRNA-seq) across each tumor type. (**F**) Flow cytometry validation of CD8^+^ T cell populations between the three tumor types, effector (T_EFF_, CD44^+^), central memory (T_CM_, CD44^+^CD62L^+^), and naïve (T_naïve_, CD62L^+^). Data were pooled from two independent experiments (*n* = 10 per group). One-way ANOVA with a Tukey post hoc test was used to measure differences in flow cytometry proportions. *P < 0.05; ****P < 0.0001.

### Overexpression of IL-4 can reinstate efficient tumor control in IFN-I^high^T2^low^ tumors

The above data indicated that an imbalanced/IFN-I skewed TME may result in poor tumor control, suggesting the hypothesis that interventions that reinstate a balanced TME will potentially improve tumor control. To test this hypothesis, B16.IFNα4.gB.luc cells were transduced with retrovirus expressing *Il4* or empty vector (fig. S6). C57BL/6 mice were engrafted with either the parental B16.IFNα4.gB.luc (IFNα4_parental), B16.IFNα4.gB.luc.mCherry (IFNα4_mCh), or B16.IFNa4.gB.luc.Il4 (IFNα4_IL4). Notably, 70% of mice engrafted with IFNα4_IL4 were tumor free at day 90 whereas all mice engrafted with IFNα4_parental or IFNα4_mCh cells had developed palpable tumors by day 45 postengraftment (Fig. 5, A to C). Mice that did develop palpable tumors following engraftment with IFNα4_IL4 cells had tumors that were much smaller and grew significantly slower (Fig. 5A). Simultaneously, mice were engrafted with either 1 or 10% of cells expressing IL-4 and 99 and 90% of B16.IFNα4.gB.luc cells, respectively, had a significant increase in tumor free survival compared to controls.

**Fig. 5.**
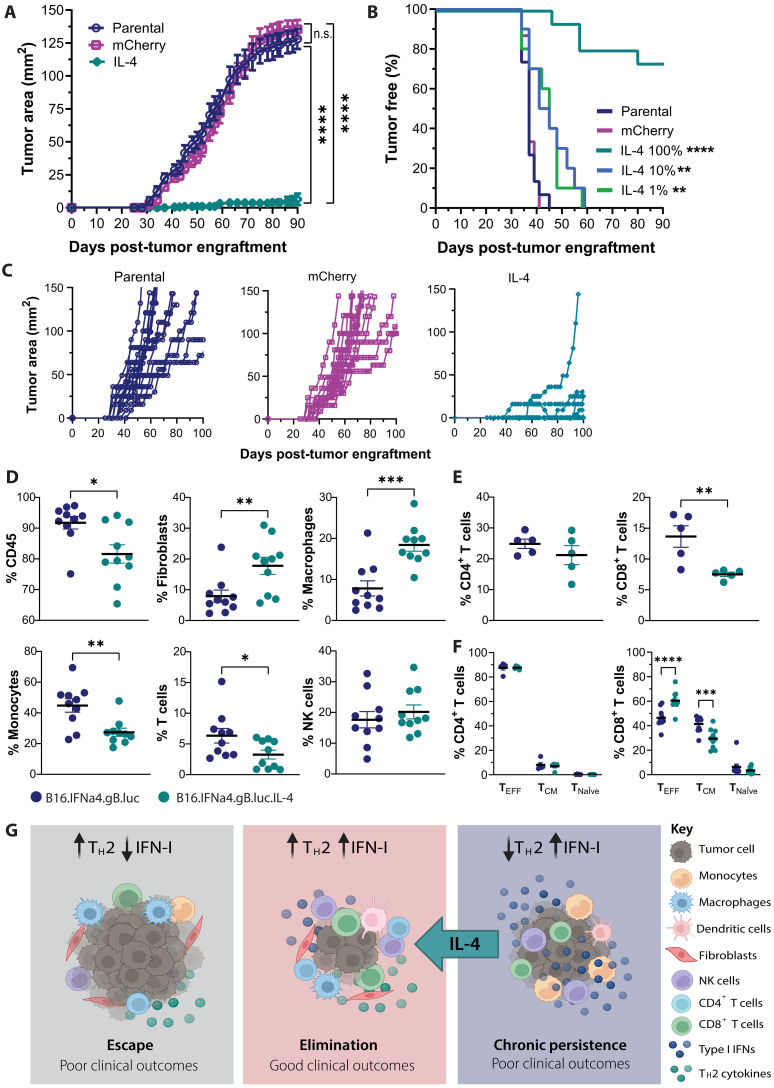
Tumor-derived IL-4 restores antitumor control in IFNα4-secreting tumors compared to control. C57BL/6 mice were inoculated subcutaneously with 5 × 10^5^ B16.IFNα4.gB.luc cells, B16.IFNα4.gB.luc.mCherry cells, or B16.IFNα4.gB.luc.IL4 cells or ratios 10 or 1% B16.IFNα4.gB.luc.IL-4 cells to B16.IFNα4.gB.luc cells. (**A**) Tumor growth was measured over time; data were pooled from three independent experiments (*n* = 15 mice per group). Data depict the means ± SEM. Repeated-measures two-way ANOVA (mixed-model) with a Tukey post hoc test was used to measure differences between groups. (**B**) Percentage of tumor-free mice after tumor challenge. Data were pooled from two to three independent experiments (*n* = 10 to 15 mice per group) and analyzed by the log-rank Mantel-Cox test comparing to the parental group. (**C**) Tumor growth measurements from individual mice. (**D** to **F**) Eight days after mice were challenged, tumors were harvested and analyzed by flow cytometry. Dots indicate biological samples, error bars show the SEM, and data were pooled from two independent experiments (*n* = 10 mice per group). (D) Percentage of CD45^+^ cells, fibroblasts, macrophages, monocytes, granulocytes, B cells, T cells, and NK cells of viable nonmalignant cells. (E) Percentage of CD4^+^ and CD8^+^ T cells of total CD3^+^ T cells, and data were analyzed by unpaired *t* tests. (F) Proportion of effector (T_EFF,_ CD44^+^), central memory (T_CM_, CD44^+^CD62L^+^), and naïve (T_naïve,_ CD62L^+^) CD8^+^ or CD4^+^ T cells, and data were analyzed by two-way ANOVA with a Šídák post hoc test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. n.s., not significant. (**G**) Schematic depicting three tumor phenotypes driven by IFN-I and type II inflammation in the TME. Created in BioRender. S.A.B. (2025); https://BioRender.com/e32i228.

To interrogate the immune response within the TME, we used flow cytometry 8 days postengraftment. We found a significant shift in multiple cell types within the TME including an increase in macrophages and fibroblasts and reduced proportions of monocytes (Fig. 5D). Analysis of the T cell compartment demonstrated that there were less overall CD8^+^ T cells in the TME; however, we observed a significant increase in effector (CD62L^−^CD44^+^) CD8^+^ T cells and reduction in central memory (CD44^+^CD62L^+^) CD8^+^ T cells (Fig. 5, E and F). This suggests that the presence of IL-4 modulates the cellular composition of the TME and, critically, the CD8^+^ T cell compartment, rescuing the effector phenotype.

### T cells delivering IL-4 can reduce tumor burden in preclinical models of IFN-I^high^T2^low^ tumors

We next sought to interrogate the therapeutic potential of IL-4 in the IFN-I^high^T2^low^ TME via an ACT model. First, we tested this strategy in an early model of disease progression involving treatment 7 days post-tumor engraftment of C57BL/6 mice. Mice received lymphodepletion followed by adoptive transfer of transgenic CD8^+^ T cells, which express a T cell receptor (TCR) specific for the HSV immunodominant gB_498-505_ peptide (gBT.Is) (*17*). Transferred gBT.I cells were retrovirally transduced to express IL-4 or mCherry vector control (Fig. 6A and fig. S7). Mice treated with IL-4–producing gBT.Is (IL-4^+^ gBT.I) had significantly smaller tumors after 70 days (Fig. 6B). Clearly, there was no therapeutic effect when treated with empty vector tumor-specific T cells (mCherry^+^ gBT.Is). Critically, there was also a significant increase in overall survival in mice treated with IL-4^+^ gBT.Is as compared to irradiation only or mCherry^+^ gBT.Is (Fig. 6C). Moreover, over a third of mice treated with IL-4^+^ gBT.I cells were either complete or partial responders 120 days after tumor engraftment (Fig. 6E). In addition, when this ACT protocol was tested in mice bearing B16.GFP.gB.luc (IFN-I^low^) tumors, we saw no impact on tumor growth and a significant but moderate increase in overall survival in mice treated with IL-4^+^ gBT.I cells (19 days) compared to irradiation (16 days) but not mCherry^+^ gBT.Is (17 days) (Fig. 6, F to H).

**Fig. 6.**
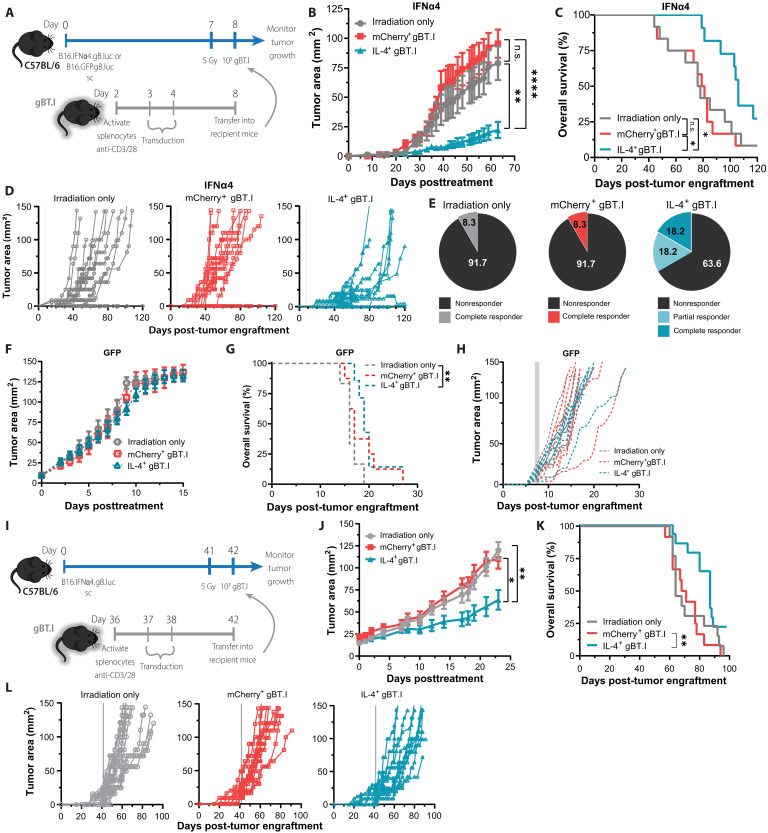
ACT with T cell–secreting IL-4 reduces tumor burden and improves survival in IFN-I-high tumors. (**A** and **I**) Schematic outlining the experimental timelines. C57BL/6 mice were challenged with 5 × 10^5^ B16.IFNα4.gB.luc (**B** to **E** and **J** to **L**) or B16.GFP.gB.luc cells (**F** to **H**); 7 days later, mice were irradiated (500 rad) and randomized into three treatment groups. Mice either received no further treatment, 10^7^ mCherry^+^ gBT.I cells, or 10^7^ IL-4^+^ gBT.I cells. Gy, gray; sc, subcutaneously. [(B), (F), and (J)] Tumor growth was measured over time; each point represents the means ± SEM from three independent experiments (*n* = 11 to 12 per group). [(C), (G), and (K)] Kaplan-Meier plots representing the overall survival of mice post tumor inoculation. [(D), (H), and (L)] Tumor growth measurements of individual mice. (E) Proportion of nonresponders; mice that were culled due to tumor endpoint, partial responders; mice with tumors less than maximum size (150 mm^2^) after 120 days or complete responders; mice that had no tumor after 120 days. Data were analyzed by repeated-measures two-way ANOVA (mixed-model) followed by a Tukey post hoc test [(B) and (G)] or log-rank Mantel-Cox test [(C) and (H)]. *P < 0.05; **P < 0.01; ****P < 0.0001.

This treatment protocol was next tested in an advanced model of disease, whereby 41 days after tumor engraftment mice underwent the same treatment protocol (Fig. 6I). Again, there was a significant reduction in tumor growth in mice treated with IL-4^+^ gBT.Is but not in mice treated with irradiation only or mCherry^+^ gBT.Is (Fig. 6J). In addition, treatment with IL-4^+^ gBT.Is saw a significant increase in overall survival (Fig. 6, K and L). Overall, this shows the therapeutic potential of using IL-4 in combination with ACT to make an IFN-I^high^T2^low^ TME more permissive to elimination.

## DISCUSSION

The use of IFN-I as an immune adjuvant for cancer therapy has gained considerable traction in recent years. However, the presence of tumor IFN-I often fails to correlate with improved antitumor immune responses or clinical outcomes. In this study, we sought to investigate the underlying mechanisms of antitumor immunity driven by specific IFN-I subtypes. We found a tumor immune phenotype characterized by intense IFN-I activation and ablated T2 inflammation. The presence of this transcriptional signature, compared to those with higher T2 inflammation in clinical samples was associated with improved outcomes across several solid cancer types. These important findings could improve the stratification of patients for therapy. We also demonstrate that IL-4 can be used therapeutically to target these tumors in preclinical models, highlighting a key strategy harnessing T2 inflammation to bolster antitumor immunity.

It has long been recognized that hot tumors with more IFN-I are generally more sensitive to treatment (*18*–*20*). However, recent studies have highlighted that a highly inflammatory and IFN-I–skewed TME showed resistance to therapy and worse patient outcomes (*21*, *22*). The dual role of IFN-I has been well reported in chronic viral settings, whereby IFN-I induces a negative feedback loop and consequent immunosuppression (*23*–*25*). Specific examples have shown that IFN-I can up-regulate the expression of checkpoint inhibitors to attenuate the antitumor T cell response (*11*, *26*). Thus, like chronic viral infections, persistent IFN-I signaling in cancer could be a key driver of immune dysfunction, highlighting the need to optimize treatment strategies that can effectively fine-tune this axis. Our data support this notion, given that dysregulated CD8^+^ T cell responses were associated with intense tumor IFN-I and an absence of key type 2 inflammatory cells, namely, TAMs (which predominantly exhibited an M2 phenotype), fibroblasts, and ILC2s. We describe the imbalance between tumor IFN-I and type 2 inflammation, and our findings may have notable clinical implications across the solid tumor landscape.

T_H_2 cytokines such as IL-4 and IL-13 drive the polarization of M2-like macrophages. Within the TME, these cells are known to promote angiogenesis and secretion of immunosuppressive factors, such as TGFβ (transforming growth factor–β), Arg1, and iNOS (inducible nitric oxide synthase), that, in turn, inhibit cytotoxic CD8^+^ T cell function (*27*). Similarly, cancer-associated fibroblasts have been shown to reprogram the TME through secretion of extracellular matrix (ECM) components and angiogenic and growth factors (*28*). Grauel *et al.* (*29*) showed that in vivo blockade of TGFβ could attenuate fibroblast activity in the TME to increase responsiveness to ICB. Chen *et al.* (*30*) also showed that targeting T_H_2-mediated immunity, through a T_H_2 cytokine inhibitor (suplatast tosilate), promoted a T_H_1-biased TME that synergized with ICB in preclinical models of breast cancer. Despite the well-known role of T_H_2 modulators in supporting the polarization of tumor-promoting cell types, numerous recent studies have shown that T_H_2 modulators can improve the response to therapy (*31*–*34*). Blomberg *et al.* (*31*) demonstrated that T_H_2-polarized CD4^+^ T cells producing IL-5 were critical in enhancing the response to ICB in breast cancer. Another recent study showed that IL-33, an alarmin with a key role in type 2 inflammation, promoted the expansion of stem-like CD8^+^ T cells in chronic viral infections. Moreover, IL-33 balanced the effect of IFN-I to sustain the pool of stem-like Tcf1^+^ T cells (*33*).

Our analysis of human data suggests that this balance between tumor IFN-I and type 2 inflammation may also have clinical ramifications. One notable observation was that IFN-I and type 2 inflammatory gene signatures in the TCGA datasets appeared to strongly correlate with one another. Evidence of this counter-regulation has been demonstrated by Kim and Lee (*35*), where activity of IL-4 and IFNα exert antagonistic effects on one another through the formation of pSTAT6 and pSTAT2 complexes, respectively. Given an imbalance of these signals (IFN-I^high^T2^low^) was shown to drive immune dysfunction in our murine models, we postulated that this phenotype may also be an important predictor of clinical outcomes. We found that the stratification of IFN-I^high^T2^low^ tumors was associated with poor clinical outcomes across a range of solid cancers, including melanoma. This finding gives precedence to a molecular subtype of tumors that respond poorly to therapy despite exhibiting strong IFN-I activity. As such, treating this subtype may require different interventions, such as type 2 inflammatory modulators. Of note, we also observed that tumors with higher intrinsic immunogenicity appear to have stronger differences in overall survival following stratification, suggesting that existing tumor immune activity may be a prerequisite for interventions combining IFN-I and type 2 inflammatory modifiers.

We demonstrate that the use of IL-4^+^ tumor-specific T cells in a murine ACT model is an effective means of targeting this tumor subtype. Consistent with this, a previous work has demonstrated that the adoptive transfer of T_H_2 cells successfully eradicates myeloma cells, although this effect was independent of CD8^+^ T cell activity (*36*). In addition, IL-4 secretion by T follicular helper (T_FH_) cells following anti–PD-1 therapy improved anticancer CD8^+^ T cell responses in draining lymph nodes (*34*). Despite these findings, it is important to note that IL-4 can also exert protumor effects. Maier *et al.* (*37*) reported that secretion of IL-4 by mregDC impaired antitumor T cell function, which was reversed upon IL-4 blockade. This work has since progressed to a phase 1b clinical trial, where near-complete clinical responses were observed in one of six patients with non-small cell lung cancer (NSCLC) using dupilumab (anti–IL-4Rα) in combination with PD-1/PD-L1 checkpoint inhibitors (*38*). This was associated with the induction of type 1 tumor inflammation and IFN-I. These conflicting results suggest that IL-4 is highly pleiotropic; however, bolstering type 2 inflammation using IL-4 in tumors with this imbalanced phenotype (IFN-I^high^T2^low^) may offer clinical benefits in this subset of patients.

There are limitations to our study. Although we have described tumor phenotypes where durable control can be achieved with a combination of IL-4/IFN-I, the underlying mechanisms of this response are yet to be fully elucidated. Although we could not detect IL-4 mRNA in our data, the loss of ILC2s in IFN^high^T2^low^ tumors suggests that these cells may be a critical source of tumor IL-4 in our model. It is also known that IL-4 can signal through two receptor complexes, IL-4Rα-IL-2Rγc (type 1 receptor) and IL-4Rα -IL-13Rα1 (type 2 receptor). These, in turn, can trigger different downstream signaling cascades (*39*). We noted that IFN-I did increase *Il2rg* gene expression (IL-2Rγc) across multiple cell types in our model, suggesting that a productive antitumor immune response in the presence of IFN-I/IL-4 may be orchestrated by the utilization of both type 1 and type 2 IL-4R complexes.

This study primarily focused on one model of B16 melanoma in C57BL/6 mice where we were able to extrapolate that the IFN-I/IL-4 axis was correlated with outcomes in patients across multiple cancer types with TCGA data. Recent publication by Feng *et al.* (*40*) corroborates our findings, by demonstrating that the treatment with IL-4 improved both ACT and ICB in multiple murine tumor models including two models of murine melanoma, B16F10 and YUMM1.7, and a murine colon adenocarcinoma model, MC38. Moreover, the authors showed that IL-4 could rescue exhausted CD8^+^ T cells and enrich the effector population by altering their metabolism and promoting glycolysis. In our study, we monitored tumor-specific T cell responses using a transgenic animal model expressing the immunogenic gB antigen. Previously, we showed that, even in the absence of this xenoprotein, we could still observe complete tumor control in 33% of mice engrafted with IFNα9 expressing tumors and delayed tumor progression in those expressing IFNα4.

To reinforce the clinical potential of our findings, more clinically relevant ACT models, such as using human CAR T cells, will need to be evaluated in future work. Bai *et al.* (*41*) have recently shown that type II immunity was key to CAR T cell persistence in patients with acute lymphoblastic leukemia and long-term remission. Moreover, they were able to recapitulate these findings in patient CAR T cells samples with the addition of IL-4. Collectively, these recent studies show the clinical potential of using IL-4 to overcome current barriers to treatment. Future studies will need to assess whether there is redundancy in the system and interrogate whether other T_H_2 modulators including the IL-33/ILC2 pathway can similarly augment the IFN-I^high^ TME.

In summary, we report a notable IFN-I^high^T2^low^ tumor phenotype that impairs antitumor T cell control and is associated with worse clinical outcomes. We demonstrate that the adoptive transfer of IL-4^+^ tumor-specific T cells can successfully target this phenotype. These findings may guide the development of new immunotherapeutics that harness type 2 inflammation as a tailored approach to treating patients with dysfunctional IFN-I activity.

## MATERIALS AND METHODS

### Experimental design

The objective of this study was to interrogate the role of IFN-I subtypes on tumor elimination. We used a controlled laboratory experiment using preclinical mouse models. We phenotyped ex vivo tumors using flow cytometry and RNA-seq. We then went on to investigate the effect of overexpressing IFNα subtypes and IL-4 in murine melanoma cell lines on tumor growth using retroviral systems. Last, we assessed whether IL-4–secreting tumor-specific T cells could similarly reduce tumor growth in IFN^hi^T2^low^ tumors and increase overall survival in vivo. Sample randomization and blinding were used for these studies where appropriate.

All animal studies were performed according ARRIVE guidelines and were approved by the Telethon Kids Institute and Harry Perkins Institute of Medical Research Animal Ethics Committee. All experiments were randomized and blinded where possible. For in vivo experiments, sample sizes were prospectively determined using G*Power software (v3.1.9.7) to estimate the required sample size based on a repeated-measures analysis of variance (ANOVA) with *a* = 0.05 and power (1 − *b*) = 0.95 to ensure adequate statistical power. Endpoints for in vivo experiments were prospectively selected. All experiments performed had at least two biological repeats, with each replicate consisting of at least two technical repeats. Detailed methods for in vitro and in vivo experiments, including cell numbers, treatment, and statistical tests, are described below and in each figure legend as appropriate.

### Cell lines

B16 murine melanoma cells were purchased from the American Type Culture Collection and routinely passaged and cultured at 70 to 80% confluency in RPMI media (Thermo Fisher Scientific) supplemented with 10% fetal calf serum (FCS) (Sigma-Aldrich), 2 mM l-glutamine, 50 μM 2-mercaptoethanol, streptomycin (100 μg/ml), and penicillin (100 U/ml) (all Thermo Fisher Scientific) (R10 media) at 37°C and 5% CO_2_. Human embryonic kidney (HEK) 293T and L929 cells were similarly passaged in Dulbecco’s modified Eagle’s medium (Thermo Fisher Scientific) supplemented with 10% FCS, 2 mM l-glutamine, 50 μM 2-mercaptoethanol, streptomycin (100 μg/ml), and penicillin (100 U/ml) (D10 media) at 37°C and 5% CO_2_.

### Mice

C57BL/6 female mice were purchased from the Animal Resources Centre, Murdoch, Western Australia. gB-specific TCR transgenic (gBT.I) mice were bred at the Harry Perkins Institute of Medical Research. Mice were typically used at 8 to 12 weeks. Animals were housed under pathogen-free conditions, and all studies were approved by the Telethon Kids Institute Animal Ethics Committee (AEC 252, 254, 269, 289, 325, 366, 388, and 392) or Harry Perkins Institute of Medical Research AEC (AE293).

### Tumor challenge

Mice were injected subcutaneously with 5 × 10^5^ cells in 50 μl of RPMI media. Tumor size was monitored using calipers, and tumor area was calculated using the following formula: length (mm) by width (mm). Mice with tumors > 150 mm^2^ were euthanized. Tumor-free mice were defined as mice with no palpable masses.

### Bioluminescence imaging

Mice inoculated with B16.IFNα9.gB.luc tumors were intraperitoneally injected with 200 μl of d-luciferin [15 mg/ml in 1x phosphate-buffered saline (PBS)] (PerkinElmer, USA). Mice were anesthetized 5 min after injection by inhalation isoflurane. While maintained under anesthetic, mice were imagined using the in vivo imaging system, IVIS Spectrum (PerkinElmer, USA). Images were acquired using a 1-min exposure time. Living Image software version 3.2 (PerkinElmer, USA) was used to quantitate the bioluminescent signal of the tumors.

### In vivo depletions

For CD8^+^ T cell and CD4^+^ T cell depletion experiments, mice received control PBS or 100 μg of anti-CD8a (YTS169) and/or 100 μg of anti-CD4 (GK1.5) 1 day before tumor challenge and at weekly intervals post-tumor inoculation.

### Flow cytometry analysis of ex vivo tumors

Tumors were harvested and diced using a scalpel before being resuspended in RPMI supplemented with collagenase III (3 mg/ml; Worthington Biochemical, USA) and DNAse I (5 μg/ml; Sigma-Aldrich, USA) for 30 min at 37°C. Samples were neutralized in R10. Resulting single-cell suspensions were passed through a 100-μm nylon filter and centrifuged before being lastly resuspended in fluorescence-activated cell sorting (FACS) buffer [1x PBS, 1% bovine serum albumin (Bovagen, USA), and 5 mM EDTA]. Single-cell suspensions were stained with monoclonal antibodies specific for mouse. Following surface stain, samples were fixed with 4% paraformaldehyde prior to permeabilization with Permeabilization Buffer (eBioscience) and stained with monoclonal antibodies. Cells were stained with Fixable Viability Stain 575V at 1:5000 (BD Biosciences, 565694) prior to surface staining and followed by FcR (Fc receptor) block at 1:100 (BD Biosciences, 553141). Cells were analyzed using the BD LSRFortessa and FlowJo software (BD Biosciences/TreeStar). The following anti-mouse FACS antibodies were used in this study: CD45 (clone 30-F11, BD Biosciences, 1:100, 561037), CD3 (clone 145-2C11, BD Biosciences, 1:200, 612803), CD19 (clone 1d3, BD Biosciences, 1:400, 562291), NK1.1 (clone PK136, BD Biosciences, 1:200, 569716), Ly6G (1A8, BD Biosciences, 1:200, 562700), CD90.2 (clone 30-H12, BD Biosciences, 1:200, 553012), I^A^/I^E^ (clone M5/114.15.2, BD Biosciences, 1:400, 566086), CD11b (clone M1/70, BD Biosciences, 1:200, 563553), CD68 (clone FA/11, BD Biosciences, 1:100, 566388), CD140a (clone APA5, BD Biosciences, 1:200, 742176), Ly6C (clone AL-21, BD Biosciences, 1:200, 560593), F4/80 (clone T45-23-42, BD Biosciences, 1:200, 565613), CD8a (clone 53-6.7, BD Biosciences, 1:200, 563786), CD4 (clone RM4-5, BD Biosciences, 1:400, 565634), CD44 (clone IM7, BD Biosciences, 1:400, 560569), and CD62L (clone MEL-14, BD Biosciences, 1:400, 565261).

### Plasmid constructs and transduction of B16 cells

B16-F10 cells were sequentially transduced, as previously described (*16*), with retroviral vectors containing (i) either murine IFNα4 or IFNα9 and enhanced GFP, (ii) a full-length membrane-bound form of HSV gB and cyan fluorescent protein (CFP), (iii) luc and puromycin resistance, and (iv) murine IL-4 (Il4) and mCherry to generate B16.GFP.gB.luc, B16.IFNα4.gB.luc, and B16.IFNα9.gB.luc and B16.IFNα4.gB.luc.Il4 and B16.IFNα4.gB.luc.mCh cell lines. Briefly, retroviruses were generated by transfecting HEK293T cell lines with (i) pMIG-IFNα, (ii) pMIC-gB, (iii) pacluc2, and (iv) pMICh-Il4, pMD.old.gag.pol, and pCAG-VSVG (*42*). B16 cells were next transduced with filtered retrovirus supernatant in the presence of polybrene (8 μg/ml; Sigma-Aldrich). Cell lines were subsequently sorted for GFP^+^ CFP^+^ cells using a BD FACSAriaIII cell sorter (BD Biosciences) to select stable B16.GFP/IFNα4/IFNα9.gB cell lines. GFP and CFP expression of sorted cell lines was confirmed using a BD LSRFortessa X-20 (BD Biosciences). Selection of luciferase-positive cells was done by culturing transduced B16 cells lines with puromycin (2 μg/ml)–containing media. Cell lines were lastly sorted for mCherry^+^ cells using a BD FACSAriaIII cell sorter (BD Biosciences) to select stable B16.IFNα4.gB.luc.mCh and B16.IFNα4.gB.luc.Il4 cell lines.

### gBT.I cell transduction and adoptive transfer

Primary gBT.I cells were activated and transduced as previously described (*16*). Briefly, cells were activated for 24 hours in R10 media supplemented with 10 mM Hepes, 1 mM sodium pyruvate (Thermo Fisher Scientific) (T cell media), anti-CD3 (0.5 μg/ml; clone 17A2, 562163), anti-CD28 (0.5 μg/ml; clone 37.51, 553294) (BD Biosciences), IL-2 (100 U/ml), and IL-7 (2 ng/ml; PeproTech). The following day, cells were purified by a Lymphoprep density gradient and then transduced with retroviral supernatant using spinfection for 90 min at 2000*g* in RetroNectin (Takara Bio)–coated plates. Briefly, retroviruses were generated by transfecting HEK293T cell lines with either pMICh or pMICh-Il4, pMD.old.gag.pol, and pCAG-eco (*42*). Spinfection was repeated the next day. Following transduction, gBT.I cells were expanded in T cell media with IL-7 (2 ng/ml) and IL-15 (10 ng/ml; PeproTech) for 4 days. Following expansion, 10^7^ transduced gBT.I cells were intravenously transferred into irradiated (500 rad) recipients that were challenged either 7 or 41 days prior with 5 × 10^5^ B16.IFNα4.gB.luc cells.

### Bulk RNA-seq

Total RNA was extracted from whole tumors using TRIzol (Invitrogen, Waltham, USA) and purified using the RNEasy MinElute Kit (Qiagen, Hilden, Germany). Sequencing libraries were prepared using the TruSeq Stranded mRNA Sample Prep Kit, and 50–base pair single-end read sequencing was performed using the Illumina HiSeq 2000 system (Illumina, San Diego, USA) according to the manufacturer’s instructions. Read quality was assessed using FastQC (v0.11.3) followed by alignment to the mouse genome (mm11 reference) using HISAT2 (v2.0.4). Gene-level quantitation of aligned reads was calculated using SummerizeOverlaps (v1.7.2) and SAMStat (v1.5.2) used to perform postalignment quality control. For downstream analysis, differentially expressed genes (DEGs) were calculated using DESeq2 (v3.19) and using a negative binomial distribution model, with Benjamini-Hochberg–adjusted correction of *P* values for multiple comparisons. Principal components analysis was performed using prcomp() within R on all genes with an average expression of 10 counts per sample. Upstream regulator analysis (URA) was performed using the Ingenuity Pathway Analysis software (Qiagen, Hilden, Germany) to identify putative drivers of gene expression changes between groups.

### Single-cell RNA-seq

#### Preprocessing and quality control

Single-cell suspensions from digested tumors were processed with V3 chemistry using the Chromium Next GEM Single Cell 3’ Gel Bead Kit v3.1 (16 rxns, PN-1000122, 10X Genomics) Chip G and Chromium Next GEM Single Cell Library Prep Kit (16 rxns, PN-1000190, 10X Genomics), according to the manufacturer’s protocol. Samples were sequenced on the NovaSeq 6000 platform in a single batch. Raw FASTQ files were processed using CellRanger (Version 3.0.2, 10x Genomics) and aligned to the mouse GRCm38 genome assembly. The CellRanger count pipeline was run with default parameters. Count matrices and corresponding barcode and feature files were imported into the R statistical environment (version 3.6.2), and all subsequent quality control/analysis was conducted in R. Cells with <250 unique genes, <500 counts, and >12.5% mitochondrial content were excluded from further analysis.

#### Integration and clustering

Individual samples were integrated and analyzed further using Seurat (v3.2). Filtered data were normalized and log-transformed, and feature selection was performed to identify the top 2000 most variable genes. Integration anchors were identified from these top variable features using the FindIntegrationAnchors function, which performs canonical correlation analysis to align shared sources of variation across samples. The IntegrateData function was then used to harmonize the dataset, leveraging the identified integration anchors to align samples into a shared low-dimensional space. Uniform manifold approximation and projection (UMAP) was performed using the top 20 principal components as input variables, following by cluster partitioning using the Louvain algorithm at a resolution of 0.5. For T/NK subclustering, the “C06” cluster was extracted from the original dataset, and a separate UMAP was calculated using the top 250 variable features and top 20 principal components specific to that cluster. Louvain clustering was performed at a resolution of 0.25. Cluster annotation was assisted by determining canonical cell type marker gene expression, in addition to calculating DEGs for each cluster using a nonparametric Wilcoxon rank sum test with a Bonferroni adjustment for multiple comparisons.

#### Trajectory analysis

Cluster C06.4 (CD8^+^ T cells) was subset from the original analysis, and Monocle2 (v.2.4.0) was used to infer cell state transitions and pseudotime ordering on this population. Size factors for normalization were estimated with the estimateSizeFactors function, and dispersions necessary for differential expression testing were estimated using estimateDispersions. Dimensionality reduction was performed via the reduceDimension function using the DDRTree method. Cells were then ordered along the inferred trajectory using the orderCells function, with the root state set to cluster S1. A likelihood ratio test (with a Benjamini-Hochberg correction for multiple comparisons) was performed to infer genes that significantly change over pseudotime. The top 100 most significant genes were visualized by the plot_pseudotime_heatmap function.

### TCGA analysis

Gene expression and clinical data archived in the TCGA database were downloaded from the cBioPortal web platform (*n* = 16 cancer types). Batch-corrected, RNA-Seq by Expectation-Maximization (RSEM) count data were log-normalized and *z*-transformed. IFN-I and T2 inflammation gene expression scores were calculated by averaging the expression levels of genes in each respective pathway (GO:0034340 and GO:0002830 gene lists) in each sample. Survival analysis was performed across all cancer types. Using the survminer package (v0.4.9), IFN-I and T2 gene signatures were separately categorized into high and low groupings based on optimal cutpoints derived from the overall survival data (surv_cutpoint function). These were then combined to create four groupings based on high versus low, T2 and IFN-I gene signature scores. Cox proportional hazards regression was then performed to compare significant changes in overall survival between IFN^hi^T2^low^ and IFN^hi^T2^hi^ groups, adjusting for covariates including sex, cancer stage, and diagnosis age.

### IFNα bioassay

Following procedures previously described by Buzzai *et al.* (*16*), we measured bioactive IFNα using an in vitro IFN bioassay. Bioactive IFNα titers were determine by comparing the cytopathic effect of supernatants from B16.GFP.gB.luc, B16.IFNα4.gB.luc, and B16.IFNα9.gB.luc cell lines to the NIH IFNα standard (1000 IU/ml).

### IL-4 ELISA cell lines

Supernatants were collected from *Il4*-transduced B16 cell lines for quantification of IL-4 secretion. In brief, 2 × 10^5^ irradiated (20,000 rad) B16 cells in 2 ml of media were seeded per well of a 6-well plate, and the supernatant was collected 24 hours later. Cells were irradiated to account for any differences in cell proliferation between the cell lines. The supernatant was filtered through a 0.45-μm filter and stored at −80°C until use. The supernatant from control B16 cells were tested neat and at a 1:4 dilution, and the supernatant from *Il4*-transduced cells were tested at 1:8 and 1:32 dilutions. Analysis of IL-4 secretion by transduced B16 cells was performed using the LEGEND MAX Mouse IL-4 ELISA kit (BioLegend, USA) according to the manufacturer’s instructions. The plate was analyzed by measuring absorbance at 450 and 570 nm using a CLARIOstar plate reader (BMG LABTECH, Germany). Secreted IL-4 (ng/ml) was calculated by generating a standard curve, plotting the average absorbance (450 nm) obtained for each standard concentration. Values were first log-transformed and then fitted with a four-parameter logistic curve using GraphPad Prism software (version 8.3.1). The amount of IL-4 in each sample was calculated by interpolating from the standard curve and then multiplying by the dilution factor.

### IL-4 ELISA T cells

Supernatants were collected from *Il4*-transduced gBT.I cells for quantification of IL-4 secretion. In brief, 2 × 10^6^ T cells were plated in 1 ml of media were seeded per well of a 24-well plate, and the supernatant was collected 24 hours later. Cellular debris was removed by centrifugation, and the supernatant was collected and stored at −80°C until use. Analysis of IL-4 secretion by transduced and nontransduced gBT.I cells was performed using the Mouse IL-4 ELISA kit (Thermo Fisher Scientific, USA) according to the manufacturer’s instructions. The plate was analyzed by measuring absorbance at 450 and 570 nm using a CLARIOstar plate reader (BMG LABTECH, Germany). Secreted IL-4 (ng/ml) was calculated by generating a standard curve, plotting the average absorbance (450 nm) obtained for each standard concentration. Values were first log-transformed and then fitted with a four-parameter logistic curve using GraphPad Prism software (version 8.3.1). The amount of IL-4 in each sample was calculated by interpolating from the standard curve and then multiplying by the dilution factor.

### Bone marrow chimera generation

Drinking water of recipient WT and IFNAR^o/o^ mice was supplemented with neomycin sulfate (25 mg/ml) and polymyxin B sulfate (13 mg/liter). Two weeks later, recipient mice were irradiated twice at 550 rad (3 hours apart) and then intravenously injected with donor bone marrow cells. Briefly, to prepare bone marrow cells for transfer, donor WT or IFNAR^o/o^ mice were euthanized and bone marrow was collected from hind legs. After red blood cell lysis, bone marrow was filtered through a 190-μm metal mesh to generate a single-cell suspension. The single-cell suspension was treated with 10 μl of T cell depletion cocktail [anti-CD4 (GK1.5), anti-CD8 (53.6.7), and anti-Thy1.1 (T24/31.6) in RPMI] per 10^6^ cells for 30 min at 4°C. After incubation, the suspension was suspended in BioMag Goat Anti-Rat IgG magnetic beads (Qiagen, DE) at a 3:1 ratio and incubated for 20 min at 4°C. This suspension was then placed onto a magnet to remove T cells from the bone marrow suspension. The T cell–depleted bone marrow was washed 3x prior to injection of 10^6^ cells into lethally irradiated recipient mice. The following day, recipient mice were further depleted of T cells with intraperitoneal injection of 50 μg anti-Thy1.1 (T24/31.7). Chimeric mice were for 8 weeks posttransfer to allow for bone marrow reconstitution before subcutaneous tumor challenge.

### Subcloning pMICh-Il4

Coding sequence for murine *Il4* was ordered from IDT as g-blocks (Integrated DNA Technologies, Singapore) and polymerase chain reaction (PCR) amplified using the Phusion High Fidelity DNA polymerase kit (New England Biolabs, USA). The PCR-amplified fragment was purified using the Promega Wizard SV Gel and PCR cleanup system as per the manufacturer’s instructions. For cloning, 5 μg of the MSCV-IRES-mCherry plasmid (pMICh) was digested with *EcoRI* (New England Biolabs, USA). To prevent recombination of the linearized pMICh vector, 1 U of recombinant Shrimp Alkaline Phosphatase (New England Biolabs, USA) was used. Digested pMICh vector and digested and amplified inserts were purified using the Monarch PCR & DNA Cleanup Kit (New England Biolabs, USA) according to the manufacturer’s instructions. Ligation reactions were performed using a molar ratio of 1:3 (vector:insert). Ligation reactions were set up using T4 DNA ligase (New England Biolabs, USA) and left to incubate for 3 hours at room temperature before inactivating at 65°C for 10 min. One microliter of ligation reaction was added to competent DH5a *Escherichia coli* (New England Biolabs, USA) and heat shocked at 42°C for 30 s and then placed on ice for a further 3 min. Cells were incubated in 1 ml of SOC recovery buffer (New England Biolabs, USA) at 37°C for 1 hour, shaking at 250 rpm. The bacteria and SOC solution were spread onto lysogeny broth (LB)–ampicillin agar plates and incubated at 37°C overnight.

To generate small stocks of plasmid DNA, overnight cultures of transformed *E. coli* colonies were grown in LB with ampicillin (10 μg/ml) at 37°C, shaking at 250 rpm. Bacteria was harvested by centrifugation at 2500*g* for 5 min, and then plasmid DNA was extracted from bacterial pellet using the Wizard Plus SV Minipreps DNA Purification System (Promega, USA) as per the manufacturer’s instructions. Recombinant plasmid DNA was sent for Sanger sequencing at the Australian Genome Research Facility in Perth, Western Australia. Sequencing alignment was analyzed using SnapGene5.2.2 software (USA).

### Statistics

Statistical analyses for flow cytometry and in vivo experiments were performed using GraphPad (GraphPad Software Inc. v10.2.0). Comparison of cell populations was assessed using one-way or two-way ANOVA with a Tukey post hoc test or Šídák post hoc test, respectively. Difference in tumor survival was compared using the log-rank Mantel-Cox test, and tumor growth was measured by a repeated-measures two-way ANOVA (mixed-model) followed by Tukey post hoc test. Statistical significance is indicated as *P < 0.05, **P < 0.01, ***P < 0.005, and ****P < 0.001, unless otherwise stated.

# Supplementary material for: Interleukin-4 modulates type I interferon to augment antitumor immunity
**Source:** Sci Adv. 2025 May 14;11(20):eadt3618. doi: 10.1126/sciadv.adt3618
**Supplement:** Supplementary file 1 — Figs. S1 to S7 Legend for data S1

Supplementary Materials for  
**Interleukin-4 modulates type I interferon to augment antitumor immunity**

Hannah V. Newnes *et al.*

*Sci. Adv.* **11**, eadt3618 (2025)  
DOI: 10.1126/sciadv.adt3618

**The PDF file includes:**

Figs. S1 to S7  
Legend for data S1

**Other Supplementary Material for this manuscript includes the following:**

Data S1

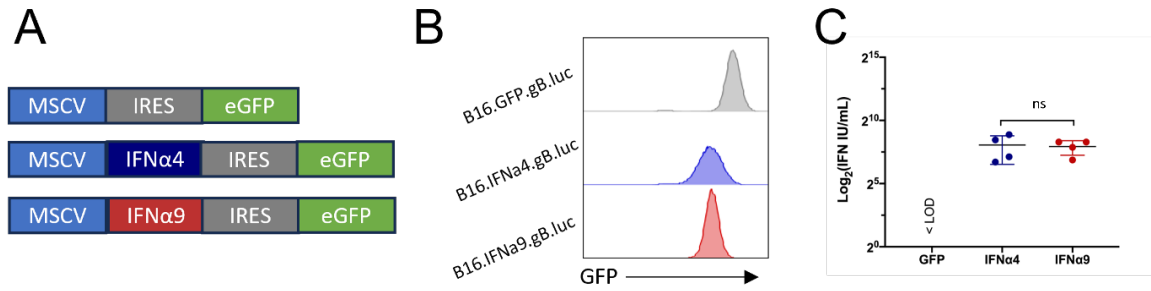

**Fig. S1. Characterisation of transduced B16 cells which secrete individual IFN $\alpha$  subtypes.** (A) B16.gB.luc cell lines were transduced with retrovirus containing the murine stem cell virus LTR promoter driving expression of an individual IFN $\alpha$  subtypes, internal ribosome entry site (IRES) and enhanced green fluorescent protein (eGFP). (B) Cell lines were analysed by flow cytometry for GFP fluorescence. (C) Supernatant was harvested from cell lines and diluted across individual wells of 96-well plate seeded with L929 cells. After 24 hours, the supernatant was replaced with media containing EMCV. Twenty-four hours later semi-quantitative measurement of the amount of IFN $\alpha$  produced by each cell line titrated against the IFN $\alpha$  international standard. Data was pooled from two independent experiments and analysed by a one-way ANOVA. LOD, limit of detection; IU, international units.

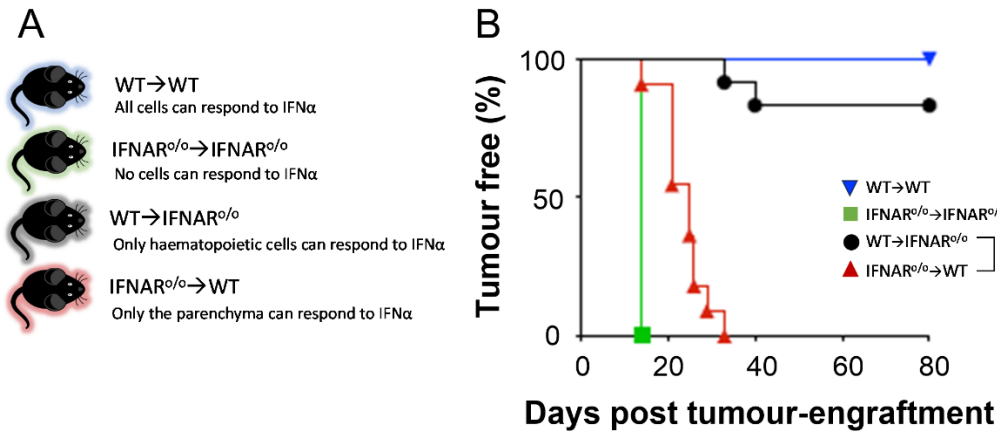

**Fig. S2. Anti-tumour effect of IFN $\alpha$ 9 depends on signalling through the haematopoietic compartment.** (A) Chimeras were generated by intravenous transfer of 10<sup>6</sup> bone marrow cells derived from C57Bl/6 (WT) or IFN $\alpha$  receptor knock-out (IFNAR<sup>o/o</sup>) mice into lethally irradiated WT or IFNAR<sup>o/o</sup> mice (n=5 per group for WT→WT and IFNAR<sup>o/o</sup>→IFNAR<sup>o/o</sup>, n=11-12 per group for WT→IFNAR<sup>o/o</sup> and IFNAR<sup>o/o</sup>→WT). (B) After 8-weeks reconstitution, mice were challenged with 5x10<sup>5</sup> B16-IFN $\alpha$ 9.gB.luc cells subcutaneously and monitored for tumour development. Data was pooled from two independent experiments and analysed by Log-Rank Mantel-Cox test. Significance reported as \*\*\*\*p<0.0001 (WT→IFNAR<sup>o/o</sup> vs IFNAR<sup>o/o</sup>→WT).

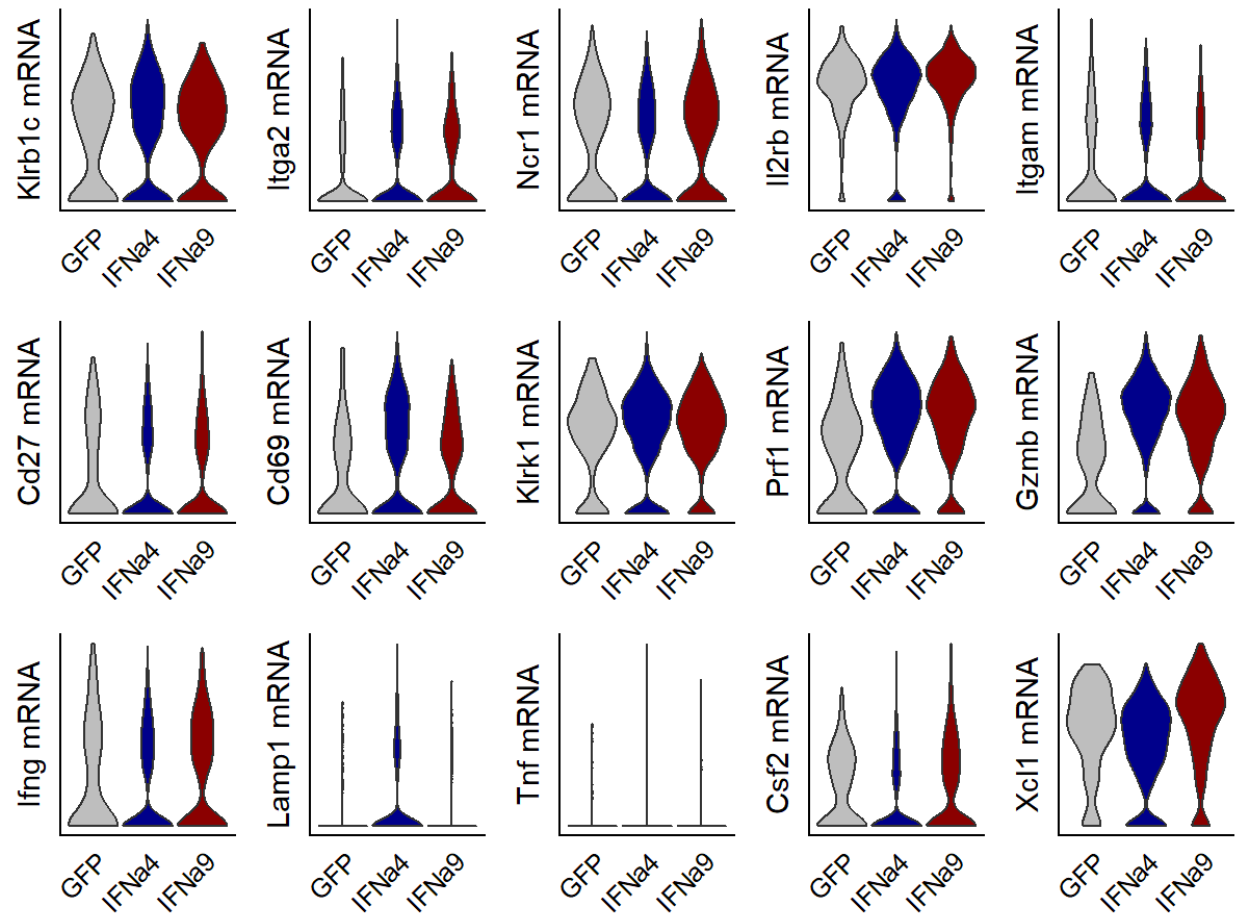

**Fig. S3. Expression of NK cell (C02) activation and marker genes.** Violin plots depicting the expression levels of transcripts encoding NK cell markers between B16.GFP.gB.luc, B16.IFN $\alpha$ 4.gB.luc and B16.IFN $\alpha$ 9.gB.luc tumours.

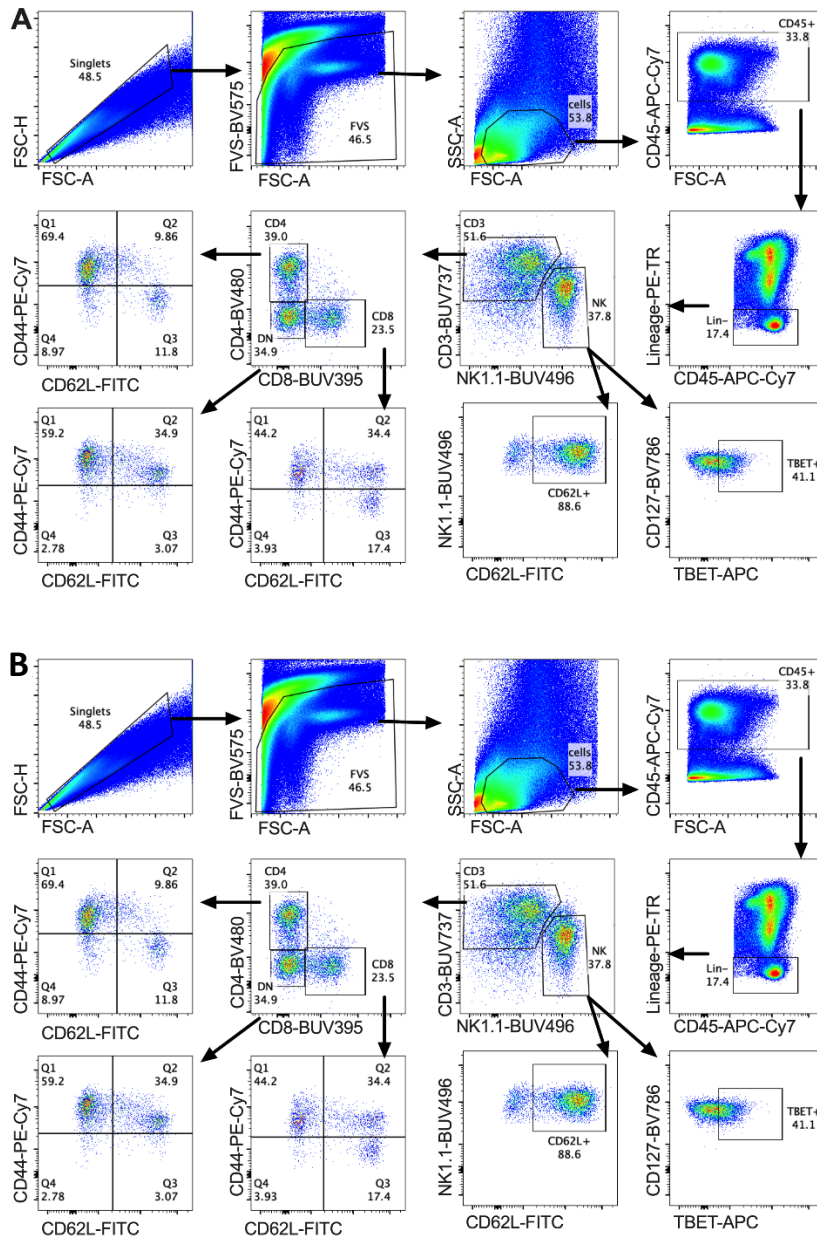

**Fig. S4. Gating strategies to analyse cell population frequencies by flow cytometry.** C57Bl/6 mice were challenged with  $5 \times 10^5$  B16.GFP.gB.luc, B16.IFN $\alpha$ 4.gB.luc or B16.IFN $\alpha$ 9.gB.luc cells. Eight days post engraftment tumours were harvested and analysed by flow cytometry. **(A)** Example gating strategy for analysis of key immune cell populations. **(B)** Example gating strategy for analysis of T and NK cell populations.

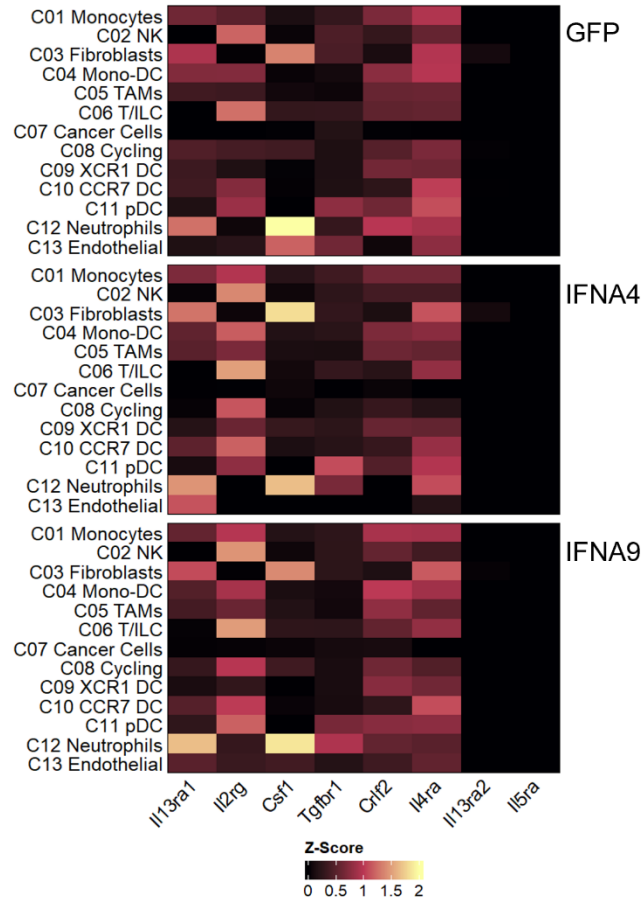

**Fig. S5. Expression of receptor transcripts associated with Type-2 inflammation across each condition.** Cluster-wise average gene expression levels (per condition) of transcripts encoding receptor subunits for Type-2 inflammatory ligands such as IL-4, TSLP, IL-13, M-CSF, TGF $\beta$ -1 and IL-5.

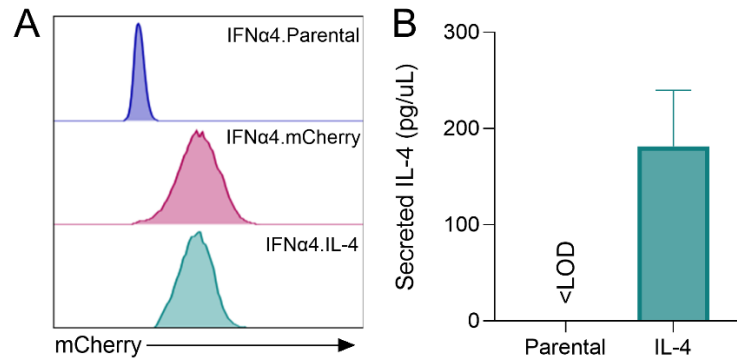

**Fig. S6. Transduced B16.IFN $\alpha$ 4.gB.luc cells secrete interleukin 4.** (A) Representative histograms of mCherry expression from non-transduced and transduced B16.IFN $\alpha$ 4.gB.luc cells. (B) Amount of secreted IL-4 (pg/ $\mu$ L) from transduced B16.IFN $\alpha$ 4.gB.luc cells as measured by ELISA assay. Data was pooled from three biological repeats. Error bars indicate SD. <LOD, below the limit of detection.

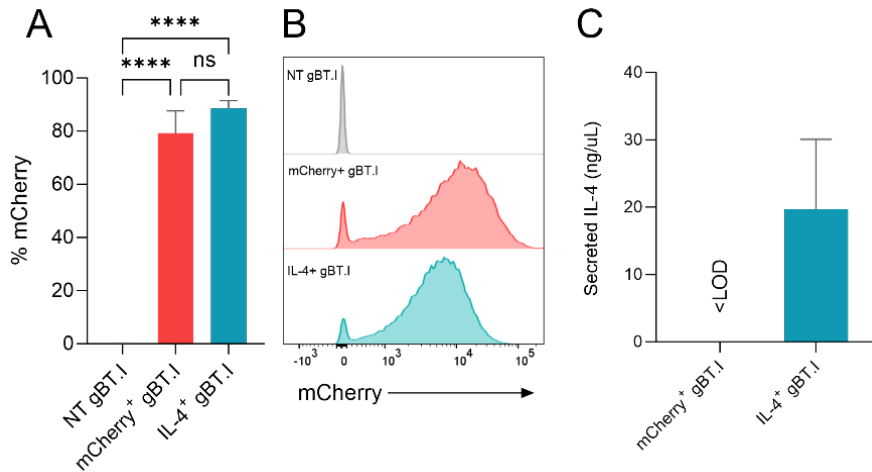

**Fig. S7. Transduced gBT.I cells secrete interleukin 4.** (A) Mean percentage of mCherry positive cells from non-transduced (NT) and transduced gBT.I cells. Data was pooled from three independent experiments; error bars indicate SD. Data was analysed by one-way ANOVA followed by a Tukey post hoc test. (B) Representative histograms. (C) Amount of secreted IL-4 (ng/μL) from transduced gBT.I cells as measured by ELISA assay. Data was pooled from three biological repeats. Error bars indicate SD. Significance reported as \*\*\*\* $p < 0.0001$ . <LOD, below the limit of detection.

**Data S1. (separate file). Differentially expressed genes for each scRNA-seq cluster.** Marker genes (for clusters C01-C13) were identified by comparing profiles for one cluster against all clusters in the dataset using the Findmarkers() function in the Seurat package. Marker genes (positively enriched) were calculated using a Wilcoxon Ranked Sum test (with Bonferroni correction for multiple comparisons).

How the deposited data were processed for this re-analysis (not part of the article)

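Bulk RNA-seq counts of 30 whole tumors were analysed, 10 each of B16.GFP.gB.luc, B16.IFNα4.gB.luc and B16.IFNα9.gB.luc, all taken 8 days after inoculation. The sample labels give each tumor its type and a replicate number from 1 to 10. The authors sequenced stranded mRNA libraries with single-end reads of 50 bases, checked the reads with FastQC, aligned them with HISAT2 to a mouse genome given as mm11 and counted them per gene with summarizeOverlaps. The deposited values are counts, whole numbers without normalization or correction for depth. Genes without a count in any tumor were still listed. The paper's text does not name the annotation release, the overlap mode, the strand setting or the handling of reads that align to several places, so genes that share sequence, overlap or lie antisense to another gene are uncertain.

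The total count per tumor ran from 14598517 to 19788383 with a median of 16712970.5. A count of 0 in every tumor of a type allows up to 3 counts, or 0.185 CPM in B16.GFP.gB.luc, 0.172 CPM in B16.IFNα4.gB.luc and 0.174 CPM in B16.IFNα9.gB.luc tumors, and these limits cover counting error only. No pair of columns was identical. For the 45 pairs of tumors within each type, a chi-square comparison of the counts over 11436 genes with a mean of at least 100 counts gave at least 21.9 per gene in B16.GFP.gB.luc, 14.2 in B16.IFNα4.gB.luc and 14.1 in B16.IFNα9.gB.luc tumors. All pairs thus differed by far more than sampling noise, and every tumor was counted as 1 replicate.

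Of the 39676 gene identifiers, 39495 were found in GENCODE M21, an annotation of GRCm38, 36719 of them in the same version, and 181 were not. Coordinates are those of that annotation, not of the authors' alignment. Retnla, Arg1, Il7r, Gzmb and Prf1, which the paper names, were not found among the identifiers and could not be analysed here. Some genes are thus missing from the counts, and results over all genes cover only those listed.

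The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with a mean of at least 10 counts per tumor were kept, the filter that the paper states for its principal components, which left 15926 genes. Libraries were scaled by TMM, and the 3 tumor types were compared in one quasi-likelihood fit of all 30 tumors. Differentially expressed genes (DEGs) had an adjusted p under 0.05 after Benjamini-Hochberg adjustment over all genes tested. The standard error of a log2 fold change was derived from the fold change and its F statistic. A fold change against a type whose tumors all had 3 counts or fewer is given only as a lower bound against 3 counts. Log2 CPM values took a prior count of 2. Principal components were taken from centred, unscaled log2 CPM, and shares of variance were tested by permuting the type labels, 100000 times for component 1 and component 2 and 10000 times for all genes. The plots were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

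The ISG score is the mean log2 CPM over a hand-written list of 66 ISGs, of which 60 passed the filter. Scores were compared by two-sided permutation tests with 100000 resamples and adjusted over the 3 comparisons. Further lists were scored in the same way and adjusted together over 72 tests, for 24 lists and 3 comparisons. They hold IFN-γ-induced genes, NF-κB targets, MYC targets, cell cycle genes, melanocyte genes, the marker genes labelled in Fig. 2C for cancer cells, fibroblasts, TAMs, monocytes, NK cells, T cells and ILCs, XCR1 DCs, CCR7 DCs, pDCs, neutrophils and endothelial cells, M2 and IL-4-response genes, ILC2 and type 2 genes, skeletal muscle, keratinocyte, adipocyte and erythroid genes, and the single genes Xist and Ptprc. A list of 4 Y-chromosome genes had no gene past the filter and gave no score. The lists with at least 3 genes were also tested as sets with camera from limma 3.58.1 with a preset correlation of 0.01, and with fry. A list of macrophage genes and a set of 3 chemokines were added after the data were examined.

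Genes were named by a rule fixed in advance. It takes the 16 genes labelled in Fig. 1F, the genes in the paper's text whose transcripts can be counted, and for each comparison the 5 largest rises and the 5 largest falls among DEGs for which the tumors of both types did not overlap. Other genes are marked where they appear. Some genes that the rule takes are not reported here.

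The fit was tested on simulated data, counts drawn from the means and library sizes of these tumors with a dispersion of 0.08. Of 200 genes changed in 1 tumor type among 15858 tested, the comparison of B16.IFNα4.gB.luc with B16.GFP.gB.luc tumors recovered 192 (96%) with 12 unchanged genes called, and in the other comparison with the altered type 190 (95%) were recovered with 6 unchanged genes called. The comparison of the 2 unaltered types gave 0 calls. The simulated genes varied independently of each other, with the same dispersion for all genes and types. In the real data 65.4% of the genes tested were DEGs between B16.IFNα4.gB.luc and B16.GFP.gB.luc tumors. The simulation therefore does not test the scaling or the error rate under changes that broad.

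The alternatives were DESeq2's size factors or library totals in place of TMM, DESeq2 1.42.0 in place of edgeR, edgeR's filterByExpr or no filter in place of the mean count, only the 20 tumors of the types compared, the replicate number as a block, a required 2-fold change, an adjusted p under 0.01, and each tumor left out in turn, which for the list scores was added after the data were seen. For scores and components, another gene list, a prior count of 0.25, z-values, variance-stabilised values, the 500 most variable genes and scaling to unit variance were tried. The paper's own test is DESeq2, and its upstream regulator analysis, which needs the Ingenuity knowledge base, was not repeated here. Shared sequence was measured as the share of a gene's 50-base stretches that also occur in the transcripts of another gene of the annotation. Other groupings of the tumors were drawn 100 times per comparison.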

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

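The search for values far from the others and the edgeR tests were set in advance, and all other tests in this part were chosen only after the result was seen.

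In groups of 10 tumors, a value counted as far from the others when its gap to the nearest tumor, as a share of the group's whole range, passed Dixon's critical value at 95%. This was looked for in 247 groups of values, where chance gives about 12.3 such values, 1 in 20. It was found 28 times, and 21 of these were in B16.GFP.gB.luc tumor 7.

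B16.GFP.gB.luc tumor 7 lay at −165 on component 1, against −75.8 to −30.6 in the other tumors of its type. It was the lowest for the scores of the Fig. 1F genes (2.89), NF-κB targets (2.04), pDC markers (0.14), M2 and IL-4-response genes (2.47) and keratinocyte genes (6.53), and for Xist (5.18) and Ptprc (4.30). It was the highest for the scores of cell cycle genes (7.70), MYC targets (8.30) and melanocyte genes (9.35). Among single genes, in log2 CPM, it was the lowest for Trim34a (1.73), Trim30d (2.77), Mx1 (2.28), Trim12c (2.28), Irf9 (4.56), Oasl2 (4.90) and Cd300e (−2.28), and the highest for Dhrs2 (4.51), Col9a1 (4.09) and Rlbp1 (5.47). These values are not independent of each other, since most of them move with component 1.

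A candidate explanation for the spread of B16.GFP.gB.luc tumors on component 1 is a different share of leukocytes in each tumor. Among the 10 tumors, Ptprc correlated with component 1 with r = 0.98 (permutation test, adjusted p = 1.2e-04 over 4 measures). Its rho was 0.93 (adjusted p = 0.00156 by the same test). Without the 2 tumors farthest from the median of Ptprc, tumors 2 and 7, r was 0.89. Each other measure was likewise taken without the 2 tumors farthest out in that measure, so the pair left out is not always the same. The level of melanocyte genes went the other way, with r = −0.94 (adjusted p = 0.00128 by the same permutation test) and −0.87 without its own 2. The rho of melanocyte genes was −0.72 (adjusted p = 0.0451 by that test). For Xist, a candidate measure of host cells, r was 0.94 (adjusted p = 0.011 by the permutation test) but 0.29 without its own 2, tumors 1 and 7. Its rho of 0.61 did not pass the threshold (adjusted p = 0.0902 by the permutation test). A share of host cells therefore cannot be told apart from the effect of single tumors. The total count had r = 0.57 (adjusted p = 0.0927 by the permutation test) and −0.24 without its own 2. Its rho was −0.09 (adjusted p = 0.811 by the permutation test). Library size therefore stays open only for tumor 7, which had the lowest total and the lowest TMM factor. Its 10 most abundant genes held 9.52% of the counts, within the range of 4.99% to 12.3% in this type. The tumor had 0 counts of Ifna4 and Ifna9, as did the other B16.GFP.gB.luc tumors, so the transgenes give no sign of a swapped label. No condition in the labels sets it apart, so no biological explanation by design was tested.

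The other 7 values, fewer than chance gives over all groups, were spread over 4 tumors. B16.IFNα9.gB.luc tumor 5 was the highest of its type for skeletal muscle genes (9.83), endothelial markers (6.87) and Sgk2 (3.56). B16.IFNα9.gB.luc tumor 10 was the lowest for keratinocyte genes (7.45) and the highest for Gm19385 (1.33). B16.IFNα4.gB.luc tumor 6 was the lowest for XCR1 DC markers (3.17), and B16.GFP.gB.luc tumor 5 the highest for Cngb3 (−1.16). Surrounding muscle or skin in the dissected tissue was not tested, and neither was any biological explanation.

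Gzmd moved in opposite directions in the 2 types of IFN-I–secreting tumors, and the difference between them was tested. Its log2 fold change against B16.GFP.gB.luc tumors was −1.06 with IFNα4 (adjusted p = 0.00535) and 2.01 with IFNα9 (adjusted p = 3.22e-06), by edgeR's quasi-likelihood test. The difference was 3.06 (adjusted p = 1.48e-07 by the same edgeR test), and all 10 B16.IFNα9.gB.luc tumors lay above every B16.IFNα4.gB.luc tumor. Of its 50-base stretches, 21.9% also occur in other genes, so reads of related granzymes are a technical explanation that was not tested. Each subtype was expressed by 1 engineered cell line, which leaves a difference between lines open beside one between subtypes.

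The paper does not report on genes that were switched on in every tumor of a type. In B16.IFNα4.gB.luc tumors, 22 genes had over 3 counts in every tumor and at most 3 in each B16.GFP.gB.luc tumor. In B16.IFNα9.gB.luc tumors there were 10 such genes. In the reverse direction there were 3 and 1. The transgenes are in these sets. Among the others, named here after their values were seen, Gm37169 had 12 to 44 counts in B16.IFNα4.gB.luc and 9 to 38 in B16.IFNα9.gB.luc tumors, Trbj1-2 had 7 to 25 and 7 to 18, and Dnah12 had 15 to 30 in B16.IFNα4.gB.luc tumors. Most lie near the limit of the counts, and neither technical nor biological explanations were tested for them.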

How the results depend on the processing

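The list scores with 1 tumor left out were added after the data were seen, and no other alternative or test in this part was. Comparisons are named by subtype, and IFNα9 against IFNα4 means B16.IFNα9.gB.luc minus B16.IFNα4.gB.luc tumors.

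The number of DEGs stayed within 1.5 times its value under most alternatives. DESeq2's size factors, library totals, DESeq2, filterByExpr and no filter gave 10175 to 11856 for IFNα4 against GFP, 8661 to 9702 for IFNα9 against GFP and 2510 to 3190 for IFNα9 against IFNα4. With only the 20 tumors compared, 10007 and 8075 genes were DEGs against GFP, and 4338 were between IFNα9 and IFNα4, with 2822 of the 2833 among them. That fit leaves out B16.GFP.gB.luc tumors, the type with the widest spread, but the cause was not tested. A required 2-fold change left 2974, 1992 and 450 DEGs, and an adjusted p under 0.01 left 8573, 6758 and 1437, by construction. Library totals moved the median log2 fold change of all genes to 0.0864 for IFNα4 and 0.0973 for IFNα9 against GFP, and the share of DEGs that were higher with IFNα9 from 48.2% to 58.3%. With them 5412 were higher and 4763 lower with IFNα4, where most were lower before.

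Across the 30 fits that each left out 1 tumor, the counts ran from 9949 to 10547, from 8410 to 9195 and from 2106 to 3801. The last rose to 3801 without B16.GFP.gB.luc tumor 7 and fell to 2106 without B16.IFNα9.gB.luc tumor 10. Of the 16 genes labelled in Fig. 1F, 16 stayed DEGs in each comparison with GFP in every fit, and 11 to 15 between IFNα9 and IFNα4, with 15 without B16.GFP.gB.luc tumor 7.

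The ISG score difference kept its direction and its side of the threshold in every alternative. It ran from 2.44 to 3.66 for IFNα4 against GFP, from 2.15 to 2.96 for IFNα9 against GFP and from −0.70 to −0.28 for IFNα9 against IFNα4, with the Fig. 1F genes at one end and the list without them at the other. Leaving out 1 tumor gave 2.52 to 2.70, 2.15 to 2.34 and −0.40 to −0.31. The share of variance between types on component 1 ran from 73.2% with scaled genes to 92.0% with the 500 most variable genes, and from 79.4% to 92.4% with 1 tumor left out. Over all genes it ran from 38.2% to 52.4%, and from 44.7% to 47.2% with 1 tumor left out.

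For single named genes, 1163 of 1204 values under an alternative kept direction and call, and 2 were weaker, 18 stronger and 21 reversed. Library totals reversed the sign for IFNα9 against GFP of Ifnar1 (0.055), Il4 (0.009) and Mrc1 (0.037), and for IFNα9 against IFNα4 of Irf3 (0.022), all of them near 0 in both. Leaving out 1 tumor gave both signs for genes near 0. For IFNα4 against GFP, Il4ra ran from −0.013 (without B16.GFP.gB.luc tumor 7) to 0.204 and Bcl2 from −0.022 (without B16.GFP.gB.luc tumor 3) to 0.066. For IFNα9 against GFP, Ifnar1 ran from −0.065 to 0.008 (without B16.IFNα9.gB.luc tumor 5), Il4 from −0.237 to 0.016 (without B16.GFP.gB.luc tumor 7) and Mrc1 from −0.147 to 0.039 (without B16.IFNα9.gB.luc tumor 5). Mki67 ran from −0.034 (without B16.IFNα9.gB.luc tumor 10) to 0.115 and Sgk2 from −0.219 (without B16.IFNα9.gB.luc tumor 5) to 0.248. For IFNα9 against IFNα4, Irf3 ran from −0.030 to 0.040 (without B16.IFNα9.gB.luc tumor 4), Pdcd1 from −0.219 to 0.011 and Tox from −0.217 to 0.061 (both without B16.IFNα4.gB.luc tumor 1), and Col9a1 from −0.032 (without B16.IFNα9.gB.luc tumor 1) to 0.206. The cause was not tested for these.

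Lef1 depended on single tumors. B16.GFP.gB.luc tumors 1 and 2 had 235 and 665 counts against 3 to 51 in the other 8. Its log2 fold change ran from −0.186 to 1.08 for IFNα4 and from −0.227 (without B16.IFNα9.gB.luc tumor 6) to 1.23 for IFNα9 against GFP. Both upper ends came without B16.GFP.gB.luc tumor 2, and only there was Lef1 a DEG. For IFNα9 against IFNα4 it ran from −0.138 (without B16.IFNα9.gB.luc tumor 6) to 0.252. For IFNα9 against GFP, Bcl2 was a DEG in 23 of the 30 fits that each left out 1 tumor, fell to 0.15 without B16.IFNα9.gB.luc tumor 10, and was not a DEG with only the 20 tumors compared. For IFNα9 against IFNα4, leaving out B16.IFNα9.gB.luc tumor 5 made Bcl2 a DEG, and leaving out B16.IFNα9.gB.luc tumor 8 did so for Gm5960 (−0.78). Without B16.GFP.gB.luc tumor 2, Tcf7 and Krt72 became DEGs there, and Esm1 did in 4 fits, with −1.23 at the lowest (without B16.IFNα9.gB.luc tumor 5). In the same comparison, DESeq2 made DEGs of Krt72, Esm1 (−0.95) and Gm5960 (−0.67), and the fit of only the 20 tumors compared did so for Krt72, Tcf7 (−0.39) and Gm5960 (−0.66). Krt72 has no fold change to print there, since it had 0 counts in every B16.IFNα4.gB.luc tumor. Krt72 for IFNα9 against GFP became a DEG in 10 of the 30 fits, at the strongest without B16.IFNα9.gB.luc tumor 6 (−4.41), and with DESeq2.

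Of the 24 list scores, 18, 21 and 17 passed the threshold in the 3 comparisons, and 16 to 21 did so with DESeq2's size factors, library totals or z-values. Of 360 values, with those that left out 1 tumor, 9 were weaker, 12 stronger and 4 reversed. The CCR7 DC markers reached 0.0547 for IFNα4 against GFP with library totals and ran from −0.1031 to 0.052 with 1 tumor left out. The fibroblast markers reached −0.0077 for IFNα9 against IFNα4 with DESeq2's size factors and ran from −0.0315 to 0.0467. Both were near 0 before, and the cause was not tested.

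The calls of M2 and IL-4-response genes depended on the choices. For IFNα4 against GFP they passed the threshold with DESeq2's size factors (0.36) and with library totals (0.42) and in 5 of the 30 fits that left out 1 tumor. There the score difference ran from 0.21, without B16.GFP.gB.luc tumor 7, to 0.38. For IFNα9 against IFNα4 they did not pass with z-values (0.29), camera or fry, and passed in 25 of the 30 fits, from 0.25 to 0.38. Other calls moved too. Adipocyte genes passed for IFNα4 against GFP with DESeq2's size factors (0.59), with library totals (0.65) and in 6 of the 30 fits. For IFNα9 against GFP, the CCR7 DC markers did not pass with z-values and passed in 14 of the 30 fits, skeletal muscle genes did not pass with library totals (−0.75) and passed in 24, and keratinocyte genes passed in 1. For IFNα9 against IFNα4, the cancer cell markers did not pass with library totals (−0.31) or z-values (−0.46) and passed in 18 of the 30 fits, while endothelial markers passed with DESeq2's size factors (−0.35) and in 4. IFN-γ-induced genes passed there with z-values (0.34) and in 3 of the 30 fits, Xist in 1 and keratinocyte genes in 28. The TAM markers for IFNα4 against GFP passed in 0 of them, from −0.32, without B16.GFP.gB.luc tumor 7, to −0.08.

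Leaving out 1 tumor changed the size of other list scores by over 1.5 times. Without B16.GFP.gB.luc tumor 7, for IFNα9 against GFP, keratinocyte genes fell from 0.36 to 0.13 and adipocyte genes from 0.40 to 0.26. For IFNα9 against IFNα4, keratinocyte genes moved from −0.40 to −0.22 without B16.IFNα9.gB.luc tumor 10, Xist from −0.29 to −0.18 without B16.IFNα9.gB.luc tumor 5, and XCR1 DC markers from 0.17 to 0.11 without B16.IFNα4.gB.luc tumor 6. More than 1 tumor did so for skeletal muscle genes with IFNα4 against GFP, from 0.14 to 0.42, and for fibroblast markers against GFP, from 0.03 to 0.20 with IFNα4 and from 0.02 to 0.20 with IFNα9. The same held between IFNα9 and IFNα4 for adipocyte genes, from −0.28 to −0.08, and erythroid genes, from −0.40 to −0.11.

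Camera called 9, 12 and 10 of 20 lists, and fry called 14, 16 and 11. With the correlation estimated within each list camera called 0, 0 and 0, with 4, 4 and 2 lists at an unadjusted p under 0.05. Of camera's calls, 9, 12 and 8 were also made by fry, which did not call IFN-γ-induced genes or keratinocyte genes between IFNα9 and IFNα4. The ISG and Fig. 1F lists were called by camera and fry in all 3 comparisons, but in none of them by camera with the estimated correlation.

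The labels give the types the same replicate numbers, but tumors with the same number did not deviate together. The correlation of same-numbered tumors, after the mean of each type was removed, had a median of −0.0543 over 30 pairs, against 0.0125 for tumors with different numbers. With the number as a replicate block, 10249, 8626 and 2538 genes were DEGs. The ISG score differences had adjusted p = 0.00288, 0.00288 and 0.00952 in permutation tests within the block. In this fit the log2 fold change was 1.05 for Lef1 with IFNα4, and 0.35 for Krt72 and 0.011 for Mrc1 with IFNα9 against GFP, each of the opposite sign. Krt72 was also a DEG between IFNα9 and IFNα4 in it. The cause was not tested.

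Depth limits the low counts. Genes with a mean under 10 counts were tested only with filterByExpr and without a filter, and the transgenes had at most 188 and 148 counts per tumor, so differences in their amount are imprecise.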

Differences from the paper's values

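The paper's text states the number of tumors per type for these data, 10, and the same number was analysed in each. It states no number of DEGs and no fold change for them.

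The paper states that the IFN-I response was significantly stronger with IFNα4 than with IFNα9, and Fig. 1F shows 16 genes for it. All 16 had a lower mean in B16.IFNα9.gB.luc tumors, but 5 of them, Trim34a, Trim30d, Trim12c, Irf9 and Oasl2, were not DEGs between the 2 types over all genes tested. With DESeq2, the paper's own tool, 12 were DEGs, among them Irf9. In the fit of only the 20 tumors compared, 15 were DEGs, all but Trim12c. Without B16.GFP.gB.luc tumor 7 there were 15, and adjusted over the 16 genes alone there were 15. None of the alternatives set before the data were examined called Trim12c. With the melanocyte score as a covariate only 3 of the 16 were DEGs, with Ptprc 10 and with Xist 11. The melanocyte score and Ptprc themselves differ between the types.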

Other observations

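The list scores, the edgeR tests of single genes, and the tests of other splits of the tumors, of the amount of transgene transcript, of leukocytes and library size behind the ISG score, and of the share of melanoma cells behind the DEGs against GFP were set in advance. All other tests in this part were chosen only after the result was seen. Each subtype was expressed by 1 engineered cell line, so a difference between subtypes and one between lines stay open in every paragraph.

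The numbers of DEGs were compared with those of 100 splits of the same 20 tumors into groups of 10, the real one included. In each of the 3 comparisons, 1 of the 100 splits, the real one, gave as many DEGs. The largest number in another split was 6479 for IFNα4 against GFP, 4976 for IFNα9 against GFP and 14 for IFNα9 against IFNα4.

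The ISG score was higher in B16.IFNα4.gB.luc than in B16.IFNα9.gB.luc tumors, and 3 technical or compositional explanations were tested. After every library was thinned to 14598517 counts the difference was −0.36 (two-sided permutation test, p = 0.00065), which argues against library size. With Ptprc as a covariate, the difference in the ISG score was −0.19 (permutation test, p = 0.00398), and that in the Fig. 1F genes −0.52. A larger share of leukocytes with IFNα4 may therefore account for part of the difference in the ISG score but not for all of it, as far as 1 gene measures it. Ptprc itself differs between the types, so the covariate is confounded with them in part. With the melanocyte score or Xist as a covariate the difference was −0.31 in each (permutation tests, p = 0.018 and p = 0.00289).

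The amount of transgene transcript stays open as an explanation. The paper titrated the bioactive IFNα that each cell line released in culture (fig. S1), and those values were not analysed here. Ifna4 in B16.IFNα4.gB.luc tumors was higher than Ifna9 in B16.IFNα9.gB.luc tumors, with a log2 difference of −0.47 for Ifna9 minus Ifna4 (two-sided permutation test, p = 0.0147), but 7 of the 10 B16.IFNα9.gB.luc tumors lay above the lowest B16.IFNα4.gB.luc tumor. Summed over 15 Ifna genes, to allow for shared reads, the levels were 7.87 ± 1.45 and 6.79 ± 2.54 CPM (SD, n = 10), with a log2 difference of −0.28 (two-sided permutation test, p = 0.156). Within B16.IFNα4.gB.luc tumors, the transcript and the ISG score had r = 0.49 (permutation test, adjusted p = 0.294) and −0.20 without the 2 tumors farthest out. The rho was 0.08 (permutation test, adjusted p = 0.838). Within B16.IFNα9.gB.luc tumors r was −0.29 (permutation test, adjusted p = 0.414) and 0.09 without 2 tumors, and rho was −0.31 (permutation test, adjusted p = 0.774). With 10 tumors of each type, the effect of the amount and that of the subtype cannot be told apart in these counts.

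Reads on the other 13 Ifna genes are a candidate case of reads shared between paralogs. Across these genes, the summed counts in B16.IFNα9.gB.luc tumors rose with the number of 50-base stretches shared with Ifna9 (rho 0.54, one-sided permutation test, p = 0.0288). In B16.IFNα4.gB.luc tumors rho with the stretches shared with Ifna4 was 0.74 (one-sided permutation test, p = 0.00509). Induction of the mouse's own Ifna genes stays open beside this.

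The many DEGs against B16.GFP.gB.luc tumors may reflect in part a different mix of cells. With the melanocyte score as a covariate, 1110 genes were DEGs for IFNα4 against GFP, 833 of them shared with the fit without it, and 2509 for IFNα9 against GFP. With Xist there were 3981, 3618 of them shared, and 3339. With Ptprc there were 778 and 717. All 16 Fig. 1F genes were DEGs against GFP in each of these fits, so the mix of cells as measured by these genes is not the whole cause. Markers of host cells also moved apart, from 4.06 for NK markers to −1.85 for erythroid genes with IFNα4, where a lower share of melanoma cells alone would raise them alike. These covariates differ between the types. For IFNα9 against IFNα4 the melanocyte score left 1246 DEGs with 3 of the 16 Fig. 1F genes. With Xist there were 3233 with 11 of the 16, and with Ptprc 2860 with 10 of the 16. The most abundant melanocyte genes, Tyrp1 and Tyr, were at 9328 and 766 CPM in B16.GFP.gB.luc, 2374 and 324 in B16.IFNα4.gB.luc and 4153 and 391 in B16.IFNα9.gB.luc tumors.

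For the DEGs between IFNα9 and IFNα4, a copy number change in 1 of the lines and a bias by gene content were tested. No chromosome held more than 10.5% of them. The share of tested genes that were DEGs ran from 12.8% to 27.8% over 20 chromosomes, with median log2 fold changes from −0.10 to 0.08, which argues against 1 chromosome as the cause of most of them. Chromosome 6 had both the highest share and the highest median, with 279 of 1005 genes, and the next highest share was 21.8%. A gain of it with IFNα9 or a loss with IFNα4 in part of the cells stays open, as do smaller segments. After correction for GC content and exon length, 3377 genes were DEGs, against 2830 of the same genes without it, so such a bias does not explain the number. The rank correlation of the fold change was −0.12 with GC content and 0.02 with exon length.

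List scores are given below as differences in mean log2 CPM, in the order IFNα4 against GFP, IFNα9 against GFP and IFNα9 against IFNα4, with the number of genes scored. A level in a whole tumor is not a count of cells. The lists of Fig. 2C were picked by the study from single cells of such tumors. The lists overlap in few genes: Ccl22 is in the CCR7 DC and M2 lists, Mgl2 in the TAM and M2 lists, and Fabp4 in the endothelial and adipocyte lists.

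Scores of pathways differed in most comparisons (two-sided permutation tests, adjusted over 72). IFN-γ-induced genes changed by 2.24, 2.62 and 0.38 (19 of 23 genes, adjusted p = 0.0755 for the last), and NF-κB targets by 1.15, 0.72 and −0.43 (21 of 24). Cell cycle genes changed by −1.52, −0.80 and 0.72 (24 of 25), and all 10 B16.IFNα9.gB.luc tumors lay above every B16.IFNα4.gB.luc tumor. MYC targets changed by −0.85, −0.61 and 0.25 (16 of 21). M2 and IL-4-response genes changed by 0.34, 0.64 and 0.30 (17 of 20), with adjusted p = 0.0561, 0.00194 and 0.0333, and 7 of the B16.IFNα9.gB.luc tumors lay above every B16.IFNα4.gB.luc tumor. The first of these passed the threshold with DESeq2's size factors and with library totals, and the last did not with z-values, so both calls depend on the choices. ILC2 and type 2 genes changed by 0.90, 0.64 and −0.26 (9 of 13).

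Markers of immune cells changed as follows in the same tests. NK markers changed by 4.06, 3.42 and −0.64 (2 of 5 genes), T cell and ILC markers by 2.32, 1.78 and −0.55 (5 of 5) and monocyte markers by 2.16, 1.42 and −0.74 (5 of 5). TAM markers changed by −0.18, 0.60 and 0.77 (4 of 5), and 8 of the 10 B16.IFNα9.gB.luc tumors lay above every B16.IFNα4.gB.luc tumor. XCR1 DC markers changed by 1.08, 1.25 and 0.17 (4 of 6), CCR7 DC markers by −0.03, 0.36 and 0.38 (3 of 5), pDC markers by 1.47, 0.87 and −0.60 (5 of 5) and neutrophil markers by −0.45, −0.82 and −0.38 (5 of 5). Ptprc changed by 2.74, 2.20 and −0.54. The first differences for TAM and CCR7 DC markers and the last for XCR1 DC markers did not pass the threshold. The paper reports from single cells that ILC2s, TAMs and fibroblasts were reduced and NK cells enriched in B16.IFNα4.gB.luc tumors. These are shares of cells, and it states that changes in frequency were also checked by flow cytometry. In these bulk counts the NK markers were higher, while the TAM and fibroblast markers did not pass the threshold against GFP (permutation tests, adjusted p = 0.502 and 0.5). For the TAM markers the difference was −0.32 without B16.GFP.gB.luc tumor 7, and Mrc1 fell by 0.78 (edgeR, adjusted p = 0.00193), so a fall of TAMs stays open. The ILC2 and type 2 genes were higher in all 10 B16.IFNα4.gB.luc tumors than in every B16.GFP.gB.luc tumor. Their rise of 0.90 was smaller than that of Ptprc, 2.74, and of T cell and ILC markers, 2.32. These levels therefore do not contradict a smaller share of ILC2s among the cells.

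Other lists gave the following differences. Melanocyte genes changed by −1.61, −0.98 and 0.63 (8 of 12 genes), cancer cell markers by −0.85, −1.18 and −0.33 (2 of 5) and fibroblast markers by 0.13, 0.13 and 0.003 (4 of 5). Endothelial markers changed by −0.36, −0.70 and −0.34 (3 of 5), skeletal muscle genes by 0.27, −0.86 and −1.12 (12 of 12) and keratinocyte genes by 0.76, 0.36 and −0.40 (10 of 12). The last 2 for keratinocyte genes depended on single tumors and were 0.13 without B16.GFP.gB.luc tumor 7 and −0.22 without B16.IFNα9.gB.luc tumor 10. Adipocyte genes changed by 0.57, 0.40 and −0.17 (8 of 9), erythroid genes by −1.85, −2.13 and −0.28 (5 of 5) and Xist by 1.72, 1.43 and −0.29. Those that did not pass the threshold were all 3 for fibroblast markers and for adipocyte genes, the first for skeletal muscle genes, the second for keratinocyte genes, and the last for endothelial markers, erythroid genes and Xist.

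IFN-γ-induced genes and ISGs moved apart between the IFN-I–secreting tumors. The IFN-γ score minus the ISG score, with 0 genes in both lists, was 0.74 higher in B16.IFNα9.gB.luc tumors (two-sided permutation test, p = 3e-05), and all 10 lay above every B16.IFNα4.gB.luc tumor. A scaling difference would move both scores alike, so it does not explain this. A larger share of leukocytes with IFNα9 does not either, since Ptprc was lower there by −0.54 (permutation test, adjusted p = 0.02). Among genes named after their values were seen, Irf1 rose by 0.85, Gbp4 by 1.10, Tgtp1 by 1.14 and Nos2 by 1.04 from B16.IFNα4.gB.luc to B16.IFNα9.gB.luc tumors, while Cxcl9 differed by −0.19 and was not a DEG. A stronger IFN-γ response with IFNα9 is a hypothesis, since Ifng was not analysed here.

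Ccl17, Ccl22 and Ccl24, chosen after their values were seen, were higher in B16.IFNα9.gB.luc than in B16.IFNα4.gB.luc tumors by 2.44, 1.09 and 1.43. Their score differed by 1.68 (two-sided permutation test, p = 5e-05), with 9 of 10 B16.IFNα9.gB.luc tumors above every B16.IFNα4.gB.luc tumor. Over 3 scalings it was 1.67 at the lowest. With a score of 11 macrophage genes as a covariate it stayed at 1.68, and that score differed by −0.01 (permutation test, p = 0.902). Of these genes 6 were higher and 5 lower with IFNα9, so their mean decides nothing, while the TAM markers rose by 0.77 and Mrc1 by 0.73. A larger share of macrophages or of a subset of them therefore cannot be told apart from higher expression in cells of both types. The abundant C1qa and C1qb were at 199 and 203 CPM in B16.IFNα4.gB.luc and 266 and 245 in B16.IFNα9.gB.luc tumors. With the other scored CCR7 DC markers, Ccr7 and Rogdi, as a covariate it was 1.67, and these differed by 0.04 (permutation test, p = 0.708), with Ccr7 at 9.06 and 9.48 CPM and Rogdi at 11.7 in each. A stronger response to IL-4 in cells present in both types may be involved, a hypothesis that was not tested and that the transcript of Il4, which did not differ, does not bear out. Pdcd1lg2 (1.03) and Mgl2 (0.93) were also higher with IFNα9, and Chil3 was lower (−1.93).

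Cell cycle genes stayed higher in B16.IFNα9.gB.luc tumors by 0.54 with the melanocyte score as a covariate (permutation test, p = 7e-05), so a lower share of melanoma cells with IFNα4 is not the whole cause. Slower division of the melanoma cells with IFNα4 may contribute and cannot be seen in whole tumors. Top2a, the most abundant gene of the list, was at 436 CPM in B16.GFP.gB.luc, 157 in B16.IFNα4.gB.luc and 311 in B16.IFNα9.gB.luc tumors.

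The largest changes between the IFN-I–secreting tumors, apart from the transgenes, are given for genes without overlap between single tumors. Sema5b (3.09), Gm19385 (3.04) and Sgk2 (3.01) were higher with IFNα9 than with IFNα4, beside Gzmd. Nefl (−4.15), Nefm (−3.38), Gm5086 (−2.30) and Cd300e (−2.03) were lower. Against B16.GFP.gB.luc tumors, Sema5b, Gm19385 and Sgk2 changed by −3.4, −3.4 and −2.9 with IFNα4. With IFNα9 they changed by −0.36, −0.36 and 0.07 and were not DEGs, so their difference reflects lower levels with IFNα4. With library totals Nefm fell by 3.35 on the log2 scale, so scaling does not explain the fall. Against B16.GFP.gB.luc tumors Nefl and Nefm rose by 4.41 and 4.64 with IFNα4 and by 0.26 and 1.27 with IFNα9. In the annotation the span of Nefm covers that of Nefl, so a shared cause near these genes is open, and a change in the 1 line that expresses IFNα4, such as an effect of where its transgene inserted, was not tested.

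Among genes that the paper names from other data, several changed in the whole tumors (edgeR, in the same order of comparisons). Il4 changed by −0.25, −0.11 and 0.14, at about 2 CPM in each type, and Il4ra by 0.07, −0.24 and −0.32, none of them DEGs. Il2rg changed by 1.60, 1.28 and −0.32, with 27.5% of its 50-base stretches shared with Gm20489. Il13ra1 changed by 0.70, 0.61 and −0.09, Il13ra2 by −0.16, 0.19 and 0.35 and Il5ra by 2.24, 1.67 and −0.57. Mrc1 changed by −0.78, −0.05 and 0.73. Tcf7 changed by 1.30, 0.91 and −0.39, Bcl2 by 0.02, 0.20 and 0.19 and Lef1 by −0.05, 0.07 and 0.13. Pdcd1 changed by 1.60, 1.48 and −0.12, Tox by 2.62, 2.51 and −0.10 and Mki67 by −0.81, 0.05 and 0.86.

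In 46 genes the 2 comparisons with GFP gave DEGs in opposite directions. Among them is Ccl17, beside Gzmd. Il1rl1, named after its values were seen, changed by 2.57, 0.67 and −1.90.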
